# Hypothalamic and brainstem glucose-dependent insulinotropic polypeptide receptor neurons employ distinct mechanisms to affect feeding

**DOI:** 10.1172/jci.insight.164921

**Published:** 2023-05-22

**Authors:** Alice Adriaenssens, Johannes Broichhagen, Anne de Bray, Julia Ast, Annie Hasib, Ben Jones, Alejandra Tomas, Natalie Figueredo Burgos, Orla Woodward, Jo Lewis, Elisabeth O’Flaherty, Kimberley El, Canqi Cui, Norio Harada, Nobuya Inagaki, Jonathan Campbell, Daniel Brierley, David J. Hodson, Ricardo Samms, Fiona Gribble, Frank Reimann

**Keywords:** Metabolism, Neuroscience, Diabetes, Neuroendocrine regulation, Obesity

## Abstract

Central glucose-dependent insulinotropic polypeptide (GIP) receptor (GIPR) signaling is critical in GIP-based therapeutics’ ability to lower body weight, but pathways leveraged by GIPR pharmacology in the brain remain incompletely understood. We explored the role of *Gipr* neurons in the hypothalamus and dorsal vagal complex (DVC) — brain regions critical to the control of energy balance. Hypothalamic *Gipr* expression was not necessary for the synergistic effect of GIPR/GLP-1R coagonism on body weight. While chemogenetic stimulation of both hypothalamic and DVC *Gipr* neurons suppressed food intake, activation of DVC *Gipr* neurons reduced ambulatory activity and induced conditioned taste avoidance, while there was no effect of a short-acting GIPR agonist (GIPRA). Within the DVC, *Gipr* neurons of the nucleus tractus solitarius (NTS), but not the area postrema (AP), projected to distal brain regions and were transcriptomically distinct. Peripherally dosed fluorescent GIPRAs revealed that access was restricted to circumventricular organs in the CNS. These data demonstrate that *Gipr* neurons in the hypothalamus, AP, and NTS differ in their connectivity, transcriptomic profile, peripheral accessibility, and appetite-controlling mechanisms. These results highlight the heterogeneity of the central GIPR signaling axis and suggest that studies into the effects of GIP pharmacology on feeding behavior should consider the interplay of multiple regulatory pathways.

## Introduction

Glucose-dependent insulinotropic polypeptide (GIP) is a gut hormone released from enteroendocrine cells lining the proximal small intestine following the ingestion of a meal. GIP is a critical component of the incretin axis and, together with glucagon-like peptide-1 (GLP-1), augments postprandial insulin release through direct and indirect engagement of pancreatic β cells (1). Recent advances in pharmacology have highlighted the additional therapeutic benefits of leveraging the extrapancreatic effects of GIP signaling for the treatment of obesity.

While agonists for the GIP receptor (GIPR) given in isolation elicit modest reductions in body weight (2, 3), in preclinical and clinical studies, the GIPR signaling axis has proven to be an effective cotarget when combined with other anorexic hormones for the enhancement of weight loss, improvement of glycemic control, and the reduction of emesis (2, 4–11). For GIPR/GLP-1 receptor (GLP1R) coagonism, the resultant potent weight loss correlates with decreased food intake (12, 13), suggesting underlying central mechanisms. Indeed CNS expression of *Gipr* is necessary for the synergistic weight loss elicited by GIPR/GLP1R coagonism, indicating the importance of the GIPR signaling axis in the brain and the need to understand its role in regulating energy balance (14).

Transcriptomic analyses, FISH studies and transgenic labeling have demonstrated that key populations of brain cells are equipped to sense circulating GIP and GIP-based pharmacology directly. In rodents, cynomolgus monkeys, and humans, these *Gipr*-expressing populations localize to regions of the CNS that control eating, including the paraventricular, arcuate, and dorsomedial nuclei of the hypothalamus (PVH, ARH, and DMH, respectively) and the area postrema (AP) and nucleus tractus solitarius (NTS) of the dorsal vagal complex (DVC) (15–19). The relative contributions of *Gipr* cells within these brain regions to the control of feeding behavior are incompletely characterized.

Previously, we reported that chemogenetic activation of *Gipr* neurons in the hypothalamus acutely reduces food intake (15). Here we demonstrate that hypothalamic KO of *Gipr* failed to ablate weight loss in response to cotreatment with long-acting GIP and GLP1R agonists, suggesting that other *Gipr* neuronal populations may have an important role in regulating energy balance. Using an integrated approach incorporating chemogenetic-assisted in vivo phenotyping, circuit mapping, single-cell transcriptomics, and potentially novel fluorescently labeled GIPR agonists (GIPRAs) to identify brain regions accessible to peripherally dosed GIPRAs, we provide an in-depth characterization of *Gipr* populations in the hypothalamus, NTS, and AP. Our data support a multicenter model for central *Gipr* circuitry, where independent pathways for the control of energy balance and feeding behavior are employed by different *Gipr* populations depending on their neuroanatomical location and accessibility to GIP-based pharmacology.

## Results

Previously, we have shown that chemogenetic activation of hypothalamic *Gipr* neurons acutely reduces food intake in mice (15). Supporting a role for the hypothalamus in mediating the effects of GIPR agonism, Zhang et al. demonstrated that peripheral administration of a GIPRA induced c-FOS in the ARH (14). To investigate whether hypothalamic *Gipr* expression is necessary for the additional weight loss elicited by GIPR/GLP1R coagonism in comparison with GLP1R agonist (GLP1RA) treatment alone, we created hypothalamic *Gipr*-KO mice (*Gipr*^Δ^ ^Hyp^) by stereotaxically injecting rAAV-Cre into the hypothalamus of *Gipr*^fl/fl^ mice or WT littermate controls (20) (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.164921DS1). Diet-induced obese (DIO) WT controls and *Gipr*^Δ^ ^Hyp^ mice both lost weight when treated with the long-acting GLP1RA, GLP-140 (21), alone (Figure 1A). Although *Gipr*^Δ^ ^Hyp^ mice tended to lose more weight compared with WT controls when treated with GLP-140 alone, they responded to the addition of long-acting GIPRA, GIP-085 (16), with further reduced food intake and weight loss (Figure 1A). While we cannot exclude the possibility that we have not achieved complete knockdown of *Gipr* in the *Gipr*^Δ^ ^Hyp^ model, our data suggest that fully intact hypothalamic *Gipr* expression is not required for the synergistic weight loss and anorectic activity induced by GIPR/GLP1R coagonism. Since we previously reported a high expression of somatostatin in hypothalamic *Gipr* neurons (15), we also crossed *Gipr*^fl/fl^ mice with Sst-Cre mice (*Gipr*^ΔSst^) to create mice lacking *Gipr* in *Sst*-expressing neurons. Mirroring the effects of AAV-Cre–mediated *Gipr* knockdown in the hypothalamus, responsiveness to GIPR/GLP1R agonism was preserved between WT and *Gipr*^ΔSst^ mice (Figure 1B).

We therefore hypothesized that brain regions other than the hypothalamus could be important for the pharmacological effects of GIPR agonism. The DVC is a brain center critical for controlling food intake and is a key site of gut peptide action and receptor expression (18). Staining for GCaMP3 in serially sectioned brain tissue from *Gipr*^GCaMP3^ mice identified *Gipr*-expressing cells in the DVC of the hindbrain, specifically within the AP and the NTS (15) (Figure 2A). Using FISH, *Gipr* expression in the AP and NTS was confirmed in WT tissue, where the AP demonstrated dense *Gipr* probe localization (Figure 2B). Overlap of *Gipr* and *iCre* expression in the AP and NTS was confirmed using FISH in tissue isolated from *Gipr*-Cre mice (Supplemental Figure 2). Since vagal afferents offer an important line of communication between gut hormones and the brain, we also investigated whether *Gipr* is expressed in nodose ganglia. Both quantitative PCR (qPCR) (Figure 2C) and FISH (Figure 2D) analysis revealed that *Gipr* expression levels in nodose ganglia were on the limit of detection. We therefore focused on *Gipr* neurons in the DVC as potential modulators of feeding.

To investigate whether *Gipr* neurons in the DVC are involved in regulating energy balance, we used chemogenetics to acutely manipulate their activity. *Gipr*-Cre mice were injected with an rAAV carrying the Cre-inducible G_q_-coupled designer receptor exclusively activated by designer drugs (DREADD), hM3Dq (rAAV-*hSyn*-DIO-hM3D[Gq]-mCherry) (22, 23), designed to preferentially target neurons (24, 25), into the DVC to produce *Gipr*^DVC–Dq^ mice. Using a crossover design study, the metabolic effects of activating hM3Dq receptors with clozapine-*N*-oxide (CNO) in *Gipr*^DVC–Dq^ mice were monitored continuously in an indirect calorimeter (Supplemental Figure 3A). In chow-fed *Gipr*^DVC–Dq^ mice, the acute activation of *Gipr* neurons in the DVC suppressed food intake, ambulatory activity, and energy expenditure (Figure 3A). Concomitant water intake and respiratory exchange ratio (RER) were also significantly reduced (Supplemental Figure 3B). The ability of acute activation of *Gipr*^DVC–Dq^ neurons to suppress feeding and fluid intake was irrespective of substrate palatability (Figure 3, B and C). Parallel experiments with hM3Dq targeted to the hypothalamus (*Gipr*^Hyp–Dq^) recapitulated our previous published inhibition of food intake (15); however, in contrast to *Gipr*^DVC–Dq^ mice, *Gipr*^Hyp–Dq^ mice showed increased ambulatory activity and energy expenditure after CNO injection (Figure 3D), suggesting that *Gipr* neurons in both the hypothalamus and the hindbrain contribute to the control of feeding behavior and the regulation of energy homeostasis but signal through the recruitment of different circuitry.

Inhibition of food and liquid intake and ambulatory activity suggest that the acute chemogenetic activation of populations of *Gipr* neurons in the hindbrain could induce malaise. To investigate whether hindbrain *Gipr* neurons may engage neural circuitry underlying nausea and avoidance, we performed conditioned taste avoidance (CTA) assays as previously described (26). The average preference ratio for 5% sucrose versus plain water was reduced following pairing of the sucrose with acute CNO-mediated activation of *Gipr*^DVC–Dq^ neurons compared with vehicle-treated *Gipr*^DVC–Dq^ control mice. In contrast, CNO-mediated activation of *Gipr*^Hyp–Dq^ neurons had no effect on preference for 5% sucrose when compared with vehicle-treated *Gipr*^Hyp–Dq^ mice (Figure 4A).

To establish which brain regions are recruited following *Gipr*^DVC–Dq^ activation, c-FOS mapping was performed. In CNO-treated *Gipr*^DVC–Dq^ mice, c-FOS labeling was increased in both the AP and the NTS compared with vehicle-treated *Gipr*^DVC–Dq^ mice, demonstrating local neuronal activation following hM3D engagement (Figure 4B). c-FOS was also significantly increased in CNO-treated *Gipr*^DVC–Dq^ mice in the parasubthalamic nucleus (PSTh), paraventricular nucleus of the hypothalamus (PVH), the supraoptic nucleus (SO), and — while not significant — trended toward increase in the lateral parabrachial nucleus (LPBN) (Figure 4C). These data indicate that chemogenetic activation of *Gipr* neurons in the hindbrain recruits nuclei crucial for energy balance and meal termination in distant brain regions, in addition to circuits local to the hindbrain.

Recruitment of brain regions as measured by c-FOS mapping could indicate either direct or secondary activation. The *hSyn*-DIO-hM3D(Gq)-mCherry construct injected to create *Gipr*^DVC–Dq^ mice encoded a mCherry fluorescent tag fused to the hM3Dq receptor that was expressed in the axonal processes and the soma of targeted cells. To determine whether *Gipr* neurons of the DVC project to and potentially directly activate regions with increased c-FOS labeling, serial sections from *Gipr*^DVC–Dq^ mice were stained for mCherry fluorescent fibers. mCherry^+^ projections were clearly identified in the PVH (Figure 5A) as well as the LPBN (Figure 5B).

To further delineate which DVC *Gipr* neurons project to brain regions associated with meal termination and nausea, rAAV with enhanced retrograde uptake packaging the *hSyn*-DIO-hM3D(Gq)-mCherry construct was delivered to the PVH and the LPBN (27). Cell bodies expressing hM3D(Gq)-mCherry were located in the caudal NTS (Figure 5, C and D) but not the AP, consistent with previous observations that *Gipr* neurons within the AP have limited projections outside the DVC (28).

To better understand the cell types expressing *Gipr* in the DVC, we created a transcriptomic profile of *Gipr* cells isolated from the hindbrain. *Gipr*-Cre mice were crossed with an EYFP reporter strain to produce *Gipr*^EYFP^ mice as previously described (15). FACS-purified *Gipr*^EYFP+^ cells were collected from cell suspensions prepared from sections of medulla oblongata containing the DVC from *Gipr*^EYFP^ mice. 

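*Gipr* EYFP+ cells were captured in 1 droplet library of the 10x Chromium 3′ v3 kit, so no value from it carries a replicate error. The authors counted unique molecular identifiers (UMIs) with Cell Ranger 4 against a mouse reference with an added EYFP sequence, and the counts start here, without normalization, for 32533 genes in every barcode, empty droplets included. The steps by which the authors chose cells are not part of these counts. The library held 62705038 UMIs over 1325256 barcodes. A barcode was called a cell from 4170 UMIs, which is the 99th percentile of the barcodes expected to hold cells divided by 10, and 4199 barcodes passed. Of these, 1 had fewer than 500 genes and 22 had more than 20% mitochondrial UMIs, and the 140 barcodes with the highest Scrublet scores were left out as doublets, at the rate of 0.8% per 1000 cells. The remaining cells had a median of 8896 UMIs (range, 4171 to 75634). They were clustered on log-normalized UMIs with 2000 variable genes, 30 principal components and the Leiden method at resolution 0.5. Levels are UMIs summed over the cells of a group and scaled to the group's total (CPM), with exact Poisson 95% intervals, and shares of cells carry exact Clopper-Pearson 95% intervals. Both cover counting error only. The 971250 barcodes with at most 100 UMIs gave the level in empty droplets. Positions of genes are those of GENCODE M21 on the mouse assembly it annotates, which holds 32395 of the listed identifiers. The release behind the counts is not named in the paper's text, and the Supplemental Methods were not used here.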

The transcriptomes of captured *Gipr*^EYFP+^ cells were analyzed via single-cell RNA-Seq (scRNA-Seq), yielding a data set encompassing 5,521 cells. 

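Of the called barcodes, 4036 passed the filters and were kept as *Gipr* EYFP+ cells, with a median of 3313.5 genes detected per cell. The UMI minimum moved this number most. A fixed minimum of 500 UMIs per barcode in place of the library's own threshold gave 5328 cells, and one of 1000 UMIs gave 5159. Over the 6 alternatives in cell calling and filtering, the number lay between 4004 and 5328. Before any other filter, 5523 barcodes held at least 1000 UMIs and 5996 held at least 500.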

Unsupervised clustering analysis revealed vast diversity in *Gipr*^EYFP+^ cells of the hindbrain, with *Gipr*^EYFP+^ cells clustering into 13 separate subpopulations. 

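The *Gipr* EYFP+ cells fell into 18 clusters of 11 to 814 cells. The resolution of the clustering moved this number most, to 14 at resolution 0.3, and over the 9 alternatives it lay between 14 and 19. A UMI of EYFP was found in 29.8% of the 726 cells of 1 endothelial-like cluster and in 38.6% of the 70 cells of another, and in 83.3% to 100% of the cells of each of the other 16 clusters. Empty droplets held 244 CPM of EYFP, so a UMI does not show that a cell carried the reporter.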

Cell type identities were assigned based on the expression of canonical marker genes (29–31), identifying clusters of neurons (*Syt1*, *Slc17a6*, *Slc32a1*), oligodendrocytes (ODs) (*Olig1*), mature ODs (*Il33*), myelinating ODs (*Klk6*), astroependymal cells (*Aqp4*, *Ccdc153*), microglia (*Aif1*), pericytes (*Abcc9*, *Kcnj8*), vascular smooth muscle cells (VSMC) (*Acta2*, *Tagln*), endothelial cells (ECs) (*Slco1c1*, *Cldn5*), and vascular and leptomeningeal cells (VLMC) (*Lum*) (Figure 6, A and B). 

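Each cluster was named from lists of markers fixed in advance that include the genes given for Figure 6B, by a rule on how many of them were raised, which was set after the clusters had been seen. By this rule, 72 cells (1.78% of all cells; 95% CI, 1.398% to 2.24%) were neuron-like, 731 (18.1%) were OD-like in 3 clusters, 11 (0.273%) resembled OD precursors, 17 (0.421%) were astroependymal-like and 18 (0.446%) microglia-like. Vascular types made up most of the rest, with 1135 pericyte-like cells (28.1%), 383 VSMC-like cells (9.49%), 1459 EC-like cells (36.1%) and 93 VLMC-like cells (2.30%). A further 117 cells (2.90%) in 2 clusters met no type's rule and had raised pericyte markers. Over the 9 alternatives the neuron-like share lay between 1.43% and 1.92%, the lowest with a fixed minimum of 500 UMIs per barcode. *Syt1* (ENSMUSG00000035864) reached 1822 CPM in neuron-like cells, where 97.2% of cells had a UMI, and at most 1.92 CPM in any other named type. *Slc32a1* was found in 83.3% of neuron-like cells (234 CPM) and *Slc17a6* in 18.1% (159 CPM). *Olig1* was found in 99.7% of OD-like cells (768 CPM) and was higher, at 1176 CPM, in the precursor-like cells. *Klk6* was found in 69.6% of OD-like cells (767 CPM), and *Il33* in 33.9% (144 CPM) with a higher level of 304 CPM in VLMC-like cells. In astroependymal-like cells, *Aqp4* was at 300.4 CPM and *Ccdc153* at 807 CPM, each in 52.9% of cells. *Aif1* was found in 72.2% of microglia-like cells (296 CPM). *Acta2* (17240 CPM) and *Tagln* (13272 CPM) had a UMI in 100% of VSMC-like cells, *Slco1c1* (1272 CPM) and *Cldn5* (2980 CPM) in 99.4% and 99.7% of EC-like cells, and *Lum* (1160 CPM) in 87.1% of VLMC-like cells. *Abcc9* was at 1891 CPM in pericyte-like cells, 630.5 CPM in microglia-like, 566 CPM in EC-like and 121.7 CPM in neuron-like cells, and *Kcnj8* at 1522 CPM in pericyte-like and 412 CPM in EC-like cells. Empty droplets held 402 CPM of *Abcc9* and 457 CPM of *Kcnj8*. The EC-like clusters differed. A cluster of 640 cells (median of 12789 UMIs) had *Abcc9* at 978 CPM, with a UMI in 99.5% of cells, and another of 726 cells (median of 7559.5 UMIs) had it at 89.7 CPM, in 29.6%. EYFP was found in 98.6% of the cells of the first cluster and in 29.8% of those of the second. Droplets that hold an endothelial cell and a pericyte together could give the higher depth, *Abcc9* and EYFP of the first. Such droplets were not tested for in these clusters, so the EC-like share of 36.1% may include them.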

FISH analysis in brains from WT mice demonstrated that, within the DVC, the majority of *Gipr*-expressing cells coexpressed the neuronal marker *Syt1* (Figure 6C), and further transcriptomic analysis focused on the *Gipr*^EYFP+^ neuronal population.

To investigate *Gipr*^EYFP+^ neurons further, cells were filtered for expression of the neuronal markers *Syt1* and *Snap25*. Contaminating ODs, pericytes, and astroependymal cells were excluded based on expression of *Olig1*, *Abcc9*, and *Aqp4*, respectively, resulting in 79 *Gipr*^EYFP+^ neurons. 

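A filter on the same genes was applied within the neuron-like cluster of *Gipr* EYFP+ cells. The paper's text gives no cutoff for expression of these genes, and at least 1 UMI was taken here, so the paper's filter may have differed. Of its 72 cells, which had a median of 29564 UMIs, 69 had a UMI of both *Syt1* and *Snap25*. Among these 69 cells, 4 had *Olig1*, 43 had *Abcc9* (250 UMIs in all) and 0 had *Aqp4*, and 25 *Gipr* EYFP+ neurons passed (median of 23783 UMIs, 705454 UMIs in all). The gene filter moved the number of neurons most. All cells of the neuron-like cluster without a gene filter gave 72, leaving *Abcc9* out of the filter, an alternative added later, gave 65, and the 9 others gave 24 to 31. *Abcc9* (ENSMUSG00000030249, chromosome 6, 142587862 to 142702315) was found in 61.1% of the neuron-like cells and in 11.2% of OD-like cells, which had a median of 23538 UMIs. *Gipr* (ENSMUSG00000030406, chromosome 7, 19156061 to 19166127) was at 23.3 CPM (17.2 to 30.9) in the 72 neuron-like cells, of which 29 had a UMI (40.3%), against 3.69% of OD-like cells and 12.9 CPM in empty droplets. All 29 cells also had a UMI of *Abcc9*, so the 25 neurons that passed the filter held 0 UMIs of *Gipr*, which allows a level of up to 5.23 CPM. Values for both sets of neurons are therefore given for many of the comparisons that follow.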

We compared the transcriptomes of *Gipr*^EYFP+^ neurons with 199 hindbrain *Glp1r*^EYFP+^ neurons isolated from *Glp1r*^EYFP^ mice (Supplemental Figure 4). 

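*Glp1r* EYFP+ cells formed 2 droplet libraries, made with the same kit and counted by the authors in the same way, with 27277448 UMIs in replicate 1 and 13568994 in replicate 2. With the steps used for the *Gipr* EYFP+ library, the UMI thresholds were 3204 and 2871, and 2120 and 1175 cells remained, with medians of 9350.5 and 7966 UMIs. Each library was clustered on its own, into 17 and 13 clusters, of which 97 and 103 cells were neuron-like. Of these, 94 and 99 had a UMI of both *Syt1* and *Snap25*. *Olig1* was found in 5 and 3 of them, *Abcc9* in 4 and 1, and *Aqp4* in 0. The filter left 85 and 95 *Glp1r* EYFP+ neurons, 180 together, with medians of 13599 and 15487 UMIs. Without a gene filter there were 200. The added EYFP sequence was found in 95.3% and 91.6% of the *Glp1r* EYFP+ neurons, and in 96% of the *Gipr* EYFP+ neurons. With 1 *Gipr* EYFP+ library against 2 *Glp1r* EYFP+ libraries, no test between the 2 genotypes was possible, and a difference between genotypes and one between libraries cannot be told apart. Each *Gipr* EYFP+ value is set against both *Glp1r* EYFP+ libraries, whose distance is the only replicate spread.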

As previously reported (32–34), *Gipr*^EYFP+^ and *Glp1r*^EYFP+^ populations of the hindbrain are largely separate and distinct. 

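*Glp1r* (ENSMUSG00000024027, chromosome 17, 30901817 to 30940791) was at 279.9 CPM in *Glp1r* EYFP+ neurons of replicate 1 and 187 CPM in those of replicate 2, against 46.8 CPM (32.2 to 65.7) in *Gipr* EYFP+ neurons, which was 5.98-fold (4.19 to 8.82) and 4.00-fold (2.78 to 5.91) lower and farther from both replicates than they were from each other. In all neuron-like cells it was at 17.5 CPM (12.2 to 24.2) against 256 and 179 CPM, 14.7-fold and 10.3-fold lower. *Gipr* gave 1 UMI in the 85 *Glp1r* EYFP+ neurons of replicate 1 and 0 in the 95 of replicate 2. Across the 9299 genes with at least 30 UMIs in a group, a gene counted as different when its level was at least 4 times that of the higher *Glp1r* EYFP+ library, or at most 1/4 of that of the lower one, with a UMI in at least 20% of the neurons of the higher group and a level there at least 2 times that in empty droplets. By this rule 58 genes were higher and 24 lower in *Gipr* EYFP+ neurons. A 2-fold rule gave 229 and 156 genes, and all neuron-like cells without a gene filter gave 122 and 89, of which 33 and 19 were also among the first. Thinning each neuron to 2000 UMIs left 3 and 4 genes. The minimum of 30 UMIs stayed in force there, so only highly expressed genes could pass, and the fall does not show that differences were lost. The largest ratio belonged to *Npff*, at 2108 CPM in *Gipr* EYFP+ neurons against 3.01 and 42.1 CPM, with 1487 UMIs in 6 of 25 neurons. It did not pass without the gene filter, where 12.5% of neurons had a UMI. *Ucma* (at least 38.9-fold over replicate 1, which had 0 UMIs), *Slc4a4* (30.8-fold over the higher library) and *Tmem215* (at least 22.6-fold over replicate 1) were also among the largest. Lowest relative to both *Glp1r* EYFP+ libraries was *Dnah8*, with 2 UMIs in *Gipr* EYFP+ neurons against 88.8 and 81.1 CPM (31.3-fold and 28.6-fold lower, with counting intervals of 8.48 to 262 and 7.76 to 239), although OD-like cells of the libraries differed too, at 4.21 against 61.6 and 56.7 CPM. Against the lower *Glp1r* EYFP+ library, *Mia* (9.89-fold), *Ube2l6* (7.70-fold), *Gm27199* (6.70-fold, with 3 UMIs and a counting interval of 2.15 to 33.7) and *Mgat5b* (5.97-fold) came next. The paper states the separation of the 2 populations with reference to earlier reports, and gives the transcripts by which they differ.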

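*Nppc* (ENSMUSG00000026241, chromosome 1, 86666291 to 86670571), which encodes natriuretic peptide C, was at 101 CPM (78.6 to 127) in *Gipr* EYFP+ neurons against 26.3 (18.3 to 36.6) and 39.0 CPM (30.0 to 49.9) in *Glp1r* EYFP+ neurons of replicates 1 and 2, 3.82-fold (2.51 to 5.90) and 2.58-fold (1.81 to 3.68) higher. It was found in 40% of *Gipr* EYFP+ neurons, within counting error of the 31.9% of OD-like cells of the same library, although the level in OD-like cells was 25.7 CPM. The 2 alternatives that moved it most were to leave *Abcc9* out of the filter, where it was 11.3-fold and 6.65-fold higher, and to use no gene filter, where *Nppc* was at 319 CPM, 8.62-fold and 8.03-fold higher. *Penk* (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819), the proenkephalin gene, was at 103 CPM (81.1 to 130) against 28.6 (20.2 to 39.3) and 70.0 CPM (57.7 to 84.1), 3.62-fold (2.41 to 5.51) and 1.48-fold (1.09 to 2.00) higher. It was found in 44% of *Gipr* EYFP+ neurons, in 3.53% and 8.42% of *Glp1r* EYFP+ neurons and in 0.274% of OD-like cells of the *Gipr* EYFP+ library, and 60 of the 113 UMIs of replicate 2 came from 1 neuron. In all neuron-like cells *Penk* reached 567 CPM, 18.6-fold and 7.52-fold higher. *Prkcd* (ENSMUSG00000021948, chromosome 14, 30595354 to 30626210), for protein kinase C δ, had 2 UMIs in the 25 *Gipr* EYFP+ neurons, or 2.84 CPM (0.343 to 10.2), against 3.01 (0.820 to 7.71) and 1.86 CPM (0.383 to 5.43), a difference not detectable at this depth. In all 72 neuron-like cells it was at 22.3 CPM (16.3 to 29.7) and found in 36.1% of cells, against 0.274% of OD-like cells, and lay 6.87-fold (2.74 to 22.1) and 12.9-fold (4.15 to 64.9) above the *Glp1r* EYFP+ libraries.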

*Gipr*^EYFP+^ neurons were enriched for transcripts encoding the neuropeptides natriuretic peptide C (*Nppc*) and proenkephalin (*Penk*), and protein kinase C δ (*Prkcd*). *Glp1r*^EYFP+^ neurons were enriched for the neuropeptides prepronociceptin (*Pnoc*) and proopiomelanocortin (*Pomc*) as well as the thyroid hormone transporter transthyretin (*Ttr*) (Figure 6D). 

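*Pnoc* (ENSMUSG00000045731, chromosome 14, 65400673 to 65425472) was at 77.5 CPM (63.3 to 94.0) and 76.1 CPM (63.3 to 90.8) in the *Glp1r* EYFP+ replicates against 26.9 CPM (16.2 to 42.1) in *Gipr* EYFP+ neurons, 2.88-fold (1.75 to 4.97) and 2.83-fold (1.74 to 4.86) higher. It was found in 31.8% and 43.2% of *Glp1r* EYFP+ neurons, in 24% of *Gipr* EYFP+ neurons, and in 0 of the OD-like cells of any library. Thinned to 2000 UMIs per neuron, where 4 UMIs remained in *Gipr* EYFP+ neurons against 10 and 12, the direction changed, while without the gene filter the difference was 6.92-fold and 7.92-fold. *Pomc* (ENSMUSG00000020660, chromosome 12, 3954951 to 3960642) was at 30.1 (21.5 to 41.0) and 86.7 CPM (72.9 to 102) against 21.3 CPM (11.9 to 35.1), 1.42-fold (0.765 to 2.76) and 4.08-fold (2.39 to 7.48) higher, so the difference from replicate 1 was within counting error. Without the gene filter it was 1.76-fold (1.11 to 2.82) and 4.79-fold (3.29 to 7.15) higher, beyond counting error for both. Of the 140 UMIs of *Pomc* in replicate 2, 97 came from 1 neuron, and the share of neurons with a UMI was alike, at 36.5%, 34.7% and 36%, against 4.49%, 5.03% and 8.07% of OD-like cells of the same libraries. *Ttr* (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) was at 86.5 CPM (71.4 to 104) in *Glp1r* EYFP+ neurons of replicate 1, 6.19 CPM (2.97 to 11.4) in those of replicate 2, and 0 UMIs in *Gipr* EYFP+ neurons, and at 91.6 CPM, 5.76 CPM and 0 UMIs without the gene filter. A UMI of *Ttr* was found in 68.2% and 10.5% of the *Glp1r* EYFP+ neurons and in 61.4% and 7.04% of OD-like cells, which had medians of 11841 and 10818 UMIs and levels of 77.5 and 5.93 CPM, within counting error of the neurons in both libraries. Empty droplets held 6898 and 446 CPM of *Ttr*, against 50.8 CPM in the *Gipr* EYFP+ library.

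**Figure D1:**
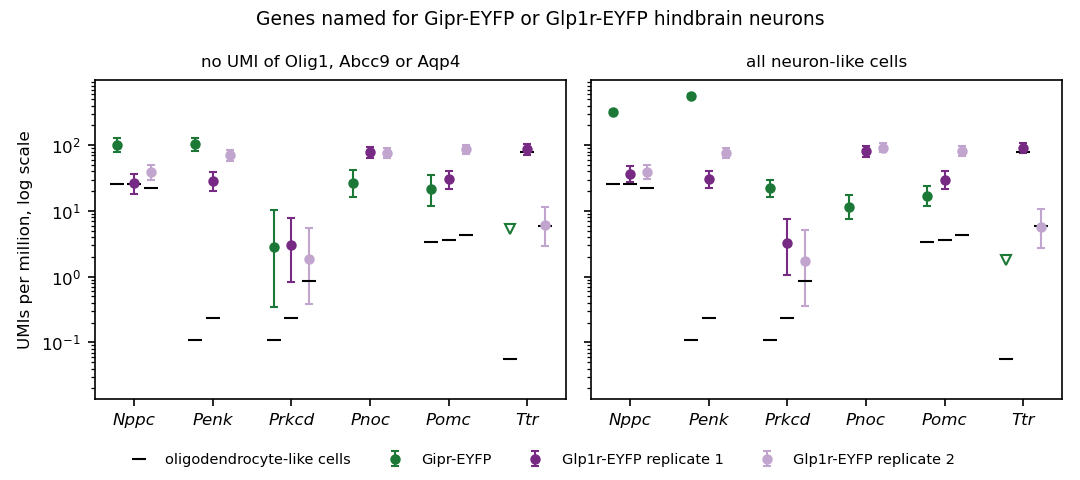
Levels of *Nppc*, *Penk*, *Prkcd*, *Pnoc*, *Pomc* and *Ttr* in CPM on a log axis, in neurons with no UMI of *Olig1*, *Abcc9* or *Aqp4* (left) and in all neuron-like cells (right), for the *Gipr* EYFP+ library and the 2 *Glp1r* EYFP+ libraries. Circles show the level with its exact Poisson 95% interval, open triangles the upper limit at 0 UMIs, and black dashes the level in OD-like cells of the same library where it is above 0. *Prkcd* in *Gipr* EYFP+ neurons moves from 2.84 CPM on the left to 22.3 CPM on the right.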

A small population of *Gipr/Glp1r* coexpressing neurons were observed in the hindbrain and localized to the spinal trigeminal nucleus (Sp5I) (Supplemental Figure 5).

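No neuron had a UMI of both *Gipr* and *Glp1r*. With the gene filter, the 25 *Gipr* EYFP+ neurons and the 95 *Glp1r* EYFP+ neurons of replicate 2 held 0 UMIs of *Gipr* and the 85 of replicate 1 held 1. The 25 do not bear on coexpression, because no cell with *Gipr* passed the filter. No cell with both was found among the 72 neuron-like cells of the *Gipr* EYFP+ library (upper limit 4.99%), 29 of which had *Gipr* and 7 *Glp1r*. There was also none among the 97 and 103 of the *Glp1r* EYFP+ libraries (upper limits 3.73% and 3.52%), of which 76 and 65 had *Glp1r*. Only 1 and 0 of these cells had a UMI of *Gipr*. They bound detected coexpression in *Glp1r* EYFP+ neurons, while *Gipr* too low to give a UMI stays possible. If the 2 transcripts were independent, 2.82 of the 72 cells would hold both. *Glp1r* was found in 6 of 25 *Gipr* EYFP+ neurons (24%; 9.36% to 45.1%), in 82.4% and 66.3% of *Glp1r* EYFP+ neurons, and in 0.137% of OD-like cells of the *Gipr* EYFP+ library. Tissue positions are not part of droplet data, so these counts do not bear on the Sp5I.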

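The 25 *Gipr* EYFP+ neurons with no UMI of *Olig1*, *Abcc9* or *Aqp4* were clustered on 1000 variable genes, 10 principal components and 10 neighbors at Leiden resolution 1. The genes reported for the resulting clusters, 20 in all, were left out of the clustering. This gave 3 clusters of 12, 7 and 6 neurons. The resolution moved the number most, to 7 at resolution 1.4 and 2 at resolution 0.6, and the 72 neuron-like cells without a gene filter formed 5 clusters.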

Unsupervised clustering revealed that *Gipr*^EYFP+^ neurons formed 3 clusters expressing markers of both glutamatergic (*Slc17a6*) and GABAergic (*Slc32a1*) cells. In keeping with a recent report cataloging AP neuron transcriptomic profiles (33, 34), the majority of *Gipr*^EYFP+^ neurons were GABAergic, with 1 of the 3 clusters also expressing *Slc17a6*. 

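*Slc32a1* (ENSMUSG00000037771, chromosome 2, 158610767 to 158615748) was found in 16 of 25 *Gipr* EYFP+ neurons (64%; 42.5% to 82.0%) and *Slc17a6* (ENSMUSG00000030500, chromosome 7, 51622006 to 51671119) in 10 of 25 (40%; 21.1% to 61.3%). Both were found in 1 neuron and neither in 0. Among the 731 OD-like cells of the library, 0 had *Slc32a1* and 2 had *Slc17a6*. Thinned to 2000 UMIs per neuron, the alternative that lowered *Slc32a1* most, 8 neurons kept a UMI of *Slc32a1* (32%) and 6 one of *Slc17a6* (24%). Among the 72 neuron-like cells without a gene filter, 60 had *Slc32a1* (83.3%; 72.7% to 91.1%), 13 had *Slc17a6* (18.1%; 9.98% to 28.9%), 2 had both and 1 had neither.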

To infer the anatomical distribution of these clusters, the top 15 differentially expressed genes for each cluster were compared with available single-nucleus RNA-Seq data sets and were mapped to the Allen Brain Atlas (32, 34, 35). 

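The clusters of *Gipr* EYFP+ neurons were named by genes including *Gpr83*, *Ndnf* and *Drd2* for the AP and by *Mgat4c*, *Adcyap1*, *Pnoc* and *Nrn1* for the NTS and Sp5I, genes that the paper took from these same neurons, by a rule set after the data had been seen. The cluster of 12 neurons was AP-like, with *Slc32a1* in 10 neurons (255 CPM) and *Slc17a6* in 3 (43.6 CPM). The cluster of 7 neurons was NTS/Sp5I-like, with *Slc17a6* in all 7 (1012 CPM) and *Slc32a1* in 0, which leaves a level of up to 13.8 CPM. The cluster of 6 neurons met neither rule. All 6 had *Slc32a1*, none had *Slc17a6*, and all 6 had *Glp1r* and *Pkd2l1*. When no gene filter was used, 3 of the 5 clusters were AP-like, with 20, 16 and 13 neurons, of which 20, 16 and 12 had *Slc32a1* and 1, 0 and 1 had *Slc17a6*. The NTS/Sp5I-like cluster then held 16 neurons, 11 with *Slc17a6* (708 CPM) and 5 with *Slc32a1* (65.2 CPM), and the remaining 7 formed a cluster that met neither rule. *Gipr* had 48 UMIs in these 49 AP-like neurons and 0 in the 16 NTS/Sp5I-like neurons, while EYFP was found in 48 and 15 of them.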

The 2 GABAergic clusters expressed markers indicating they originated from the AP (AP.1, AP.2), while the remaining *Slc32a1*^+^/*Slc17a6*^+^ cluster contained cells expressing NTS markers and a small subpopulation of cells expressing markers from the Sp5I (NTS/Sp5I) (Figure 7, A and B, and Supplemental Figure 6).

Given our finding that *Gipr* neurons of the NTS exhibit projection patterns that are distinct from *Gipr* neurons of the AP, we hypothesized that *Gipr*^NTS^ and *Gipr*^AP^ neurons may be separate and distinct populations that engage different signaling mechanisms. We therefore performed differential gene expression analysis to compare and contrast neuropeptides and cell-surface receptors that characterize *Gipr*^NTS^ versus *Gipr*^AP^ neurons. 

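For *Dbh* (ENSMUSG00000000889, chromosome 2, 27165233 to 27183200), *Th* (ENSMUSG00000000214, chromosome 7, 142892752 to 142931128) and *Ddc* (ENSMUSG00000020182, chromosome 11, 11814101 to 11898144), the 12 AP-like and 7 NTS/Sp5I-like neurons were compared by their summed UMIs. Their medians were 26924.5 and 40114 UMIs per neuron. *Dbh* had 85 UMIs in NTS/Sp5I-like neurons (319 CPM; 254 to 394) and 0 in AP-like neurons, at least 34.1-fold higher with 3 UMIs in place of the 0, counting error aside. *Th* likewise had 85 UMIs against 0. *Ddc* had 167 UMIs (626 CPM; 535 to 728) against 0, at least 67.0-fold higher by the same reckoning. These UMIs lay in 6, 7 and 7 of the 7 NTS/Sp5I-like neurons, and 0, 0.274% and 44.0% of OD-like cells had a UMI of *Dbh*, *Th* and *Ddc*, with *Ddc* at 37.5 CPM there. Thinning to 2000 UMIs per neuron moved all 3 most, to log2 ratios of 0.78, 2.00 and 2.36, because few UMIs remained. The 0.78 of *Dbh* is what equal counts in the 7 and 12 neurons give, so it shows no direction. When all neuron-like cells were used, *Dbh* was 18.9-fold higher (11.4 to 33.2; 107 UMIs against 18), *Th* at least 109-fold (103 against 0) and *Ddc* at least 206-fold (194 against 0). The UMIs then lay in only 7, 8 and 9 of the 16 NTS/Sp5I-like neurons, and 11 of the 49 AP-like neurons had *Dbh*. Set against *Glp1r* EYFP+ neurons, *Ddc* was at 254 CPM (218 to 294) in the 25 *Gipr* EYFP+ neurons and at 123 and 117 CPM, but without the gene filter it was at 99.9 CPM against 109.8 and 112 CPM, within counting error.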

The NTS/Sp5I cluster was distinct from the AP clusters in its enrichment for dopamine β-hydroxylase (*Dbh*), tyrosine hydroxylase (*Th*), and dopa decarboxylase (*Ddc*). Neuropeptides enriched in the NTS/Sp5I cluster included cocaine- and amphetamine-regulated transcript protein (*Cartpt*) and gastrin (*Gast*) (Figure 7C). 

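*Cartpt* (ENSMUSG00000021647, chromosome 13, 99898489 to 99901091) had 703 UMIs in all 7 NTS/Sp5I-like neurons (2635 CPM; 2444 to 2837), 344 of them in 1 neuron, against 1 UMI in the 12 AP-like neurons, 846-fold higher with a counting interval of 151 to 33451. *Gast* (ENSMUSG00000017165, chromosome 11, 100334407 to 100336996) had 20 UMIs in 6 of 7 neurons (75.0 CPM; 45.8 to 116) against 0, at least 8.02-fold higher with 3 UMIs in place of the 0, counting error aside. In OD-like cells, *Cartpt* was found in 1.23% and *Gast* in 0. In all neuron-like cells, *Cartpt* had 1228 UMIs against 6 (652-fold; 299 to 1780) and *Gast* 22 against 0 (at least 23.4-fold). They lay in 8 and 7 of the 16 NTS/Sp5I-like neurons, with 525 of the *Cartpt* UMIs in 1 neuron. The direction for both genes was the same under every alternative that gave a value. For *Gast*, the thinned log2 ratio of 0.78 is what equal counts in the 7 and 12 neurons give, so that value shows no direction. In its Discussion, the paper proposes from *Th* and *Dbh* that the NTS cells are noradrenergic, and reasons that this identity, together with their projections and the anorexia after activation, fits a circuit from *Dbh* neurons of the NTS to the LPBN.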

Coexpression of either *Th* or *Cartpt* with *Gipr* in the NTS was confirmed using FISH (Figure 7D).

In contrast, the AP clusters were enriched for *Penk* and *Nppc*. 

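*Nppc* had 69 UMIs in 8 of the 12 AP-like neurons (215 CPM; 167 to 272) and 2 in the NTS/Sp5I-like neurons (7.50 CPM; 0.908 to 27.1), 28.7-fold higher with a counting interval of 7.64 to 242. With all neuron-like cells it had 649 UMIs against 9, 22.6-fold (11.9 to 49.7) higher in AP-like neurons. *Penk* had 45 UMIs in 7 AP-like neurons (140.2 CPM; 102 to 188) and 28 in 4 NTS/Sp5I-like neurons (105 CPM; 69.7 to 152), 1.34-fold higher (0.815 to 2.22), a difference within counting error. Its direction changed with the clusters. At resolution 1.4 the log2 ratio of NTS/Sp5I-like to AP-like neurons was 2.30, and 1.11 with each neuron assigned by its summed UMIs of the marker genes, against -0.42 as first clustered. Among all neuron-like cells *Penk* had 1105 UMIs against 65, 5.34-fold (4.15 to 6.97) higher in AP-like neurons.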

FISH revealed that the majority of *Penk* neurons in the AP coexpress *Gipr,* suggesting that GIP may play a role in regulating endogenous opioid signaling in the hindbrain (Figure 7E). Analysis of cell-surface receptor expression revealed that hindbrain *Gipr*^AP^ neurons are enriched for *Npy2r*, the receptor for peptide YY (PYY), and the oxytocin receptor (*Oxtr*). 

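*Npy2r* (ENSMUSG00000028004, chromosome 3, 82538383 to 82548084) had 1 UMI in the 12 AP-like neurons and 1 in the 7 NTS/Sp5I-like neurons, too few for a ratio. Without the gene filter it had 82 UMIs in the 49 AP-like neurons and 1 in the 16 NTS/Sp5I-like neurons (medians of 30101 and 24915 UMIs per neuron), 25.7-fold higher with a counting interval of 4.49 to 1029. *Oxtr* (ENSMUSG00000049112, chromosome 6, 112473683 to 112489943) had 0 UMIs in AP-like neurons and 4 in 1 NTS/Sp5I-like neuron, and without the gene filter 19 against 4, 1.49-fold (0.496 to 6.03) higher in AP-like neurons, within counting error. In OD-like cells, *Npy2r* was found in 0.137% and *Oxtr* in 0. Compared with *Glp1r* EYFP+ neurons and without the gene filter, *Npy2r* was at 40.2 CPM (32.1 to 49.9) against 2.60 and 3.46 CPM, and *Oxtr* at 11.2 CPM (7.07 to 16.7) against 1.95 and 3.46 CPM.

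**Figure D2:**
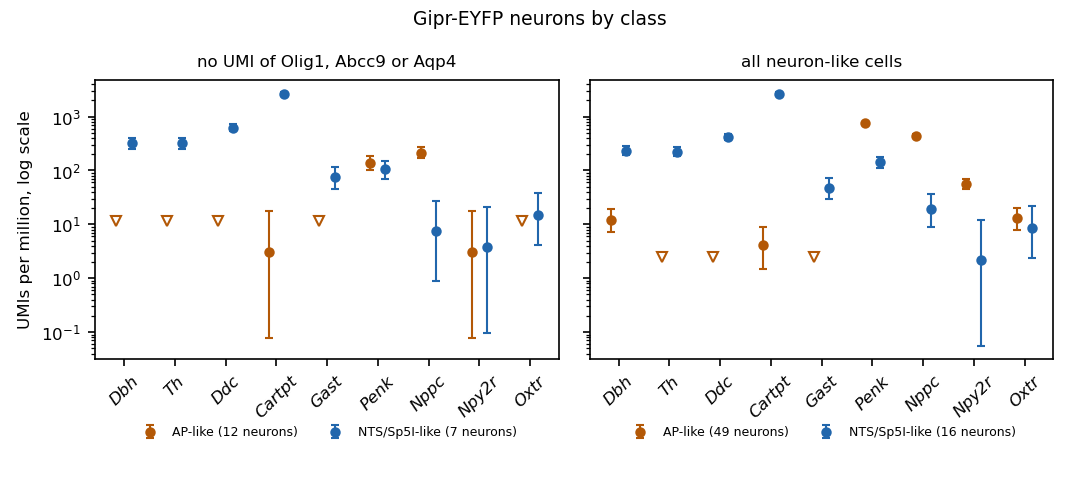
Levels of the genes compared between AP-like and NTS/Sp5I-like *Gipr* EYFP+ neurons, in CPM on a log axis, for neurons with no UMI of *Olig1*, *Abcc9* or *Aqp4* (left) and all neuron-like cells (right). Circles show the level with its exact Poisson 95% interval, and open triangles the upper limit at 0 UMIs. *Penk* moves from 45 against 28 UMIs on the left to 1105 against 65 on the right.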

Quantitative FISH analysis demonstrated that the majority of *Gipr*^AP^ neurons coexpress *Npy2r* and that the majority of oxytocin-sensing neurons of the AP express *Gipr* (Figure 7E).

Having observed a strong anorexic and CTA response when targeting the DVC chemogenetically, we were intrigued by recent reports that pharmacological activation of GIPR ameliorates nausea and emesis in response to other noxious agents (2, 16, 17, 28). We, thus, tested if peripheral administration of a short-acting GIPRA, GIP-532 (2), induced CTA in WT animals. In agreement with other studies (2, 16, 17), pharmacological GIPR agonism did not evoke CTA (Figure 8A). Following our circuit tracing and expression analyses of *Gipr* DVC neurons (Figures 5–7), we hypothesized that chemogenetic activation of *Gipr* neurons in the NTS, rather than the AP, underlie the CTA response we observed in *Gipr*^DVC–Dq^ mice but that these are not the primary *Gipr* neuronal population accessed and engaged by peripherally administered GIPRAs. To test this hypothesis, we aimed to clarify CNS access of GIP-based peptide agonists. For this purpose, we designed fluorescently labeled, stabilized GIPR peptide agonist probes sGIP549 and sGIP648 (Figure 8B), which were initially validated against heterologously expressed receptors in HEK293 cells and native receptors in pancreatic islets. Both sGIP549 and sGIP648 demonstrated functional specificity for GIPR over GLP1R in HEK293 cells expressing SNAP-tagged receptors (Supplemental Figure 7, A and B). Analysis of cAMP signaling potencies in HEK293 cells overexpressing GIPR showed that both 549 and 648 conjugates retained the pharmacological characteristics of native GIP (Figure 8C). sGIP648 stimulated similar GIPR internalization to native GIP (Supplemental Figure 7C). In keeping with high expression levels of *Gipr* in pancreatic α, β, and δ cells (15, 36), treatment of whole islets isolated from *Gipr*^GCaMP3^ mice with sGIP549 or sGIP648 revealed extensive colocalization of GCaMP3 with the fluorescently labeled GIPR peptide agonists (Figure 8, D and E). Further demonstrating specificity, sGIP549 and sGIP648 were unable to label β cells conditionally deleted for *Gipr* (*Gipr*^–/–βCell^), whereas labeling with the fluorescent GLP1R antagonist, LUX645 (37), remained unchanged (Figure 8, F and G, and Supplemental Figure 7, D–F).

Having established that fluorescently labeled stabilized GIPR peptide agonists exhibit specificity and potency for GIPR, we mapped brain regions accessible to peripherally administered GIPRAs. Serial coronal sections from mice dosed acutely with i.v. administration of either vehicle or sGIP648 were imaged. sGIP648 localized to circumventricular organs (CVO) in the brain, including the AP and the median eminence (ME) in the hypothalamus, with markedly less fluorescence signal observed in the bordering ARH and NTS regions (Figure 8H). Demonstrating the specificity of sGIP648 for GIPR in vivo, peripherally administered sGIP648 failed to induce c-FOS activation in the DVC of *Gipr*-KO animals (Figure 8I). To further characterize central access of GIPRAs, we utilized 2 additional fluorescently labeled GIPRAs, D-alaGIP/IR800 and GIP-532/IR800 (Supplemental Figure 7). Whole-brain imaging was performed with light sheet fluorescence microscopy in brains harvested from mice dosed s.c. with either vehicle or D-alaGIP/IR800. Robust fluorescent labeling was observed in the choroid plexus, DVC, and mediobasal hypothalamus, with limited labeling in brain regions shielded by the blood-brain barrier (BBB) (Figure 8, J and K, and Supplemental Figure 8).

## Discussion

Though recent work has demonstrated that *Gipr* is expressed extensively throughout the CNS (15), and that central *Gipr* expression is necessary for GIPR/GLP1R coagonism to lower body weight beyond GLP1R agonism alone (14), uncertainty surrounding the brain regions and central signaling pathways mediating this effect remain. In this study, we characterized *Gipr*-expressing neurons in the hypothalamus and the DVC and interrogated their role in controlling feeding behavior, finding that *Gipr* neurons leverage different anorexigenic pathways depending on their neuroanatomical location. Regional differentiation between *Gipr* neuronal populations was also present within the DVC, where *Gipr* neurons of the AP and the NTS were distinct in their connectivity and gene expression profiles. Our data support a multicenter model for the central GIPR signaling axis, where *Gipr* populations engage independent modes of behavioral regulation in a region-specific manner to affect feeding and energy balance.

### Gipr neurons in the DVC engage separate anorexigenic pathways from Gipr neurons in the hypothalamus.

Our GIPRA labeling studies indicating that the hypothalamus and DVC are key target regions for peripherally administered GIPRAs are in accordance with previous work demonstrating increased c-FOS expression in the hypothalamus and hindbrain following GIPRA treatment (2, 14, 16, 17). Using chemogenetics, we probed the effects of acute activation of *Gipr* neuronal populations in either the hypothalamus or the DVC on feeding behavior. While stimulation of *Gipr* neurons in both regions suppressed dark-phase food intake, *Gipr*^Hyp–Dq^ activation resulted in transient increased ambulatory activity with no effect on CTA. By contrast, *Gipr*^DVC–Dq^ activation reduced ambulatory activity and energy expenditure, and triggered CTA, indicating that *Gipr*^Hyp–Dq^ and *Gipr*^DVC–Dq^ populations engage distinct anorexigenic mechanisms. While meal-patterning analysis was not conducted in this study, c-FOS mapping following *Gipr*^DVC–Dq^ activation indicated that *Gipr*^DVC^ neurons engage brain centers implicated in meal termination, including the AP, NTS, LPBN, PSTh, and the PVH, similar to other appetite-modulating hormones and pharmacological agents such as long-acting GLP1RAs, PYY and amylin, and illness-producing agents such as LiCl (2, 16, 38–41).

Recent studies have shown that GIPR agonism attenuates nausea and aversion in preclinical models. Specifically, coadministration of a GIPRA decreased emesis and kaolin intake in GLP1RA-treated musk shrews and rats (16) and reduced CTA in mice in response to a PYY analogue and GDF-15 (2, 28). GIPRA-mediated suppression of aversion is hypothesized to proceed through GABAergic *Gipr* neurons in the AP acting as local inhibitory modulators of neurons that sense circulating toxins and emetic stimuli (16). In our *Gipr*^DVC–Dq^ model, the stimulatory hM3Dq DREADD receptor was expressed in both the AP and the NTS *Gipr* populations. Given evidence supporting an antiaversive mechanism of action for *Gipr*^AP^ neurons, our data demonstrating that *Gipr*^DVC–Dq^ activation conditions taste aversion suggest that the *Gipr*^NTS^ and *Gipr*^AP^ populations have opposite effects on circuits regulating nausea.

### Gipr neurons of the AP and the NTS are differentially networked and transcriptomically distinct.

While *Gipr*^AP^ neurons form dense arborizations that are restricted to the DVC (28), viral-assisted circuit mapping revealed that *Gipr*^NTS^ neurons project to the LPBN and the PVH. The PVH represents a critical hub for the central control of energy balance, integrating a diverse range of nutritionally related hormonal and synaptic inputs, and has been previously demonstrated to receive inputs from the NTS (18, 42). Similarly, the LPBN integrates visceral and gustatory information from the brainstem together with hypothalamic inputs to regulate feeding, nausea, and blood glucose (43–46). Transcriptomically, *Gipr*^NTS^ neurons were enriched for *Th* and *Dbh* expression compared with the *Gipr*^AP^ population, suggesting that these cells are noradrenergic. *Dbh*-expressing neurons in the NTS have previously been shown to promote anorexia by directly innervating and activating CGRP^LPBN^ neurons (47). Our data demonstrating *Gipr*^DVC–Dq^ activation–mediated anorexia, combined with the transcriptomic identity and connectivity mapping of the *Gipr*^NTS^ neurons, are consistent with *Gipr*^NTS^ cells belonging to this same *Dbh*^NTS→LPBN^ circuit.

In accordance with previous reports (32–34), our transcriptomic analysis confirmed that *Gipr*^AP^ neurons predominantly expressed *Slc32a1* and are GABAergic. Indeed whole-cell patch-clamp recordings demonstrated that GIP-evoked hyperpolarization of *Gfral*^AP^ neurons is sensitive to GABA_A_ receptor blockade (28). This local inhibitory circuit is hypothesized to underlie decreased c-FOS activation in the AP upon GIPRA/GLP1RA coadministration compared with GLP1R monoagonism (16, 17). However this mechanism may not be translatable to GIPRA-dependent attenuation of PYY-mediated aversion, as GIPR coagonism increased c-FOS expression in the AP compared with PYY treatment alone (2). Similar to studies in rat and nonhuman primate tissue (2), we found that the majority of *Gipr*^AP^ neurons coexpress *Nyp2r* but do not coexpress *Glp1r*. Therefore, GIP-mediated attenuation of aversion and emesis may proceed through multiple pathways, depending on whether *Gipr* is coexpressed in the target AP neuron population of a given agent. Our finding that the majority of *Penk*-expressing cells in the AP coexpressed *Gipr* suggests that GIP-mediated endogenous opioid signaling may provide additional mechanisms underlying GIP’s regulatory effects on aversion and feeding.

### Peripherally administered GIPRAs access CVOs.

An important consideration for understanding how peripherally derived agents affect central circuits is the relative accessibility of their target cell populations within the CNS. One working model to describe the central effects of gut hormones and their pharmacological analogues postulates their passive diffusion across the BBB (48–50). However, previous studies using fluorescently labeled GLP-1, liraglutide, and semaglutide demonstrated that GLP-1 and GLP1RAs largely did not permeate the BBB and, instead, worked through select *Glp1r*-expressing regions in close proximity to the cerebral ventricles (40, 51, 52). Using specific, stabilized fluorescently labeled GIP peptide analogues, we found that peripherally administered GIPRAs principally localized to CVOs, with detectable but decreased labeling in directly apposing brain regions such as the ARH. Our data demonstrate that, similar to GLP-1–based pharmacology, the BBB restricts the direct access of GIPRAs to target cell populations located in CVO entry points.

This finding does not, however, preclude involvement of cell populations in neighboring brain regions mediating GIPRA-dependent effects on appetite. Circulating regulatory signals are thought to activate cells in brain regions proximal to CVOs through fenestrated capillaries, such as those in the median eminence-ARH barrier (48, 53). Additionally, neuronal populations protected by the BBB have been shown to send axon terminals to CVOs, suggesting that such neurons can sense regulatory agents distally (54). The unique chemical properties and design of a GIPRA, including peptide stability and albumin binding, may affect how different pharmaceuticals interact with target *Gipr* populations. Indeed, the C16 acylated GLP-1RA liraglutide shows greater access to the PVH compared with the C18 acylated GLP-1RA semaglutide (40). Therefore, the brain regions and central mechanisms underpinning the effects of individual GIPRAs may differ depending on their central availability, and *Gipr* populations residing both within and directly apposing CVOs present pharmacologically relevant targets.

### Summary.

Here we demonstrate that *Gipr* neurons in different brain regions are transcriptomically distinct and differentially networked, engage distinct pathways to modulate energy balance, and exhibit differing accessibility to peripherally administered GIPRAs. Mechanisms underlying the actions of current and future GIPR-based therapeutics could, therefore, depend on the balance of *Gipr* populations engaged across distinct neuroanatomical locations.

## Methods

Supplemental Methods are available online with this article. Raw scRNA-Seq data have been deposited into the NCBI GEO database (GSE228192).

### Statistics.

Data are presented as mean ± SEM. Statistical analysis was performed using Microsoft Excel, GraphPad Prism 7.0, and Seurat V4. For all statistical tests, an α risk of 5% was used. Multiple comparisons were made using 2-way ANOVA or a repeated-measures 2-way ANOVA. Sample size was computed based on pilot data and previously published data. n values represent the number of mice or biological replicates used in each study unless otherwise indicated in the figure legend.

### Study approval.

All animal studies were approved by the University of Cambridge and University of Birmingham Animal Welfare and Ethical Review Body and by the Duke University and Eli Lilly and Co. Institutional Animal Care and Use Program. Work conformed to the Animals (Scientific Procedures) Act 1986 Amendment Regulations (SI 2012/3039) and was performed under the UK Home Office Project Licenses PE50F6065, P2ABC3A83, and PP1778740.

## Author contributions

AA, JB, BJ, DB, DJH, RS, FG, and FR designed research studies. AA, JB, NFB, ADB, JA, BJ, AT, OW, JL, KE, CC, and EO conducted experiments and analyzed data. NI, NH, JC, and RS provided reagents. AA, FG, and FR wrote the manuscript. All authors contributed to editing the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
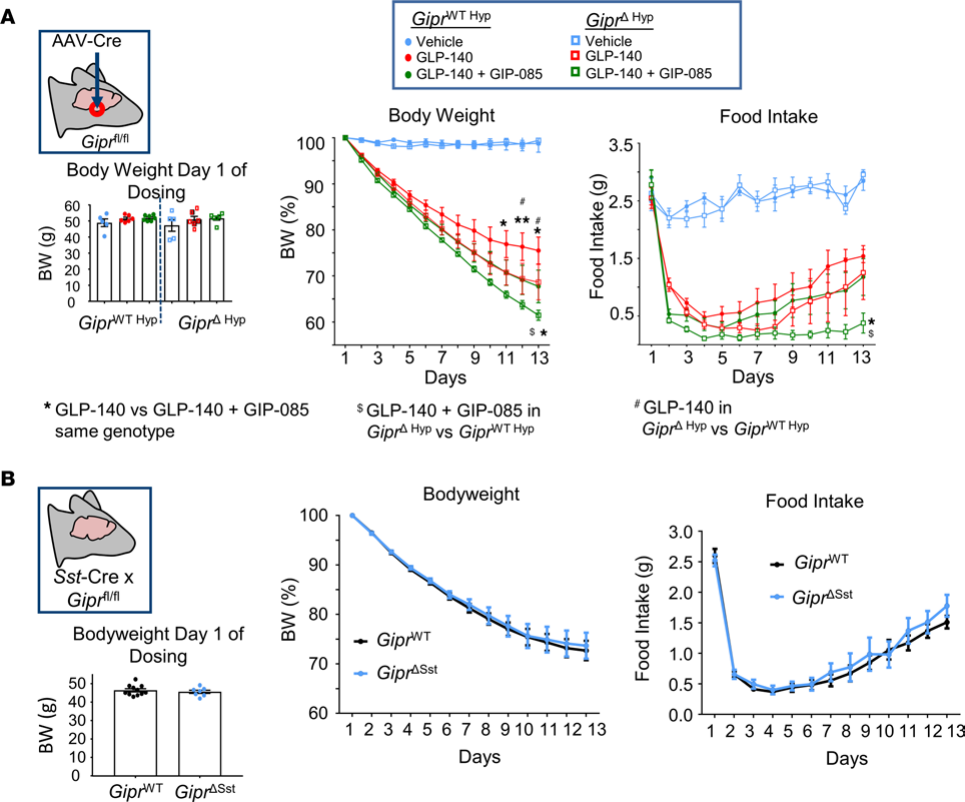
Hypothalamic *Gipr* expression is not necessary for GIPR/GLP-1R dual agonism–mediated weight loss. (**A**) DIO *Gipr*^ΔHyp^ and *Gipr*^WT^ ^Hyp^ mice were dosed with vehicle, GLP-140 (30 nmol/kg, s.c.), or GLP-140 (30 nmol/kg, s.c.) + GIP-085 (300 nmol/kg s.c.) for 12 days. (**B**) *Gipr*^ΔSst^ and *Gipr^WT^* mice were dosed with GLP-140 (30 nmol/kg, s.c.) + GIP-085 (300 nmol/kg s.c.) for 12 days. Daily body weight and food intake were measured throughout the study. Changes in body weight were calculated as a percentage of the body weight of the same animal prior to the first injection. Statistical comparisons made using a repeated measures 2-way ANOVA with a Sidak’s post hoc test. *P <0.05 GLP-140 versus GLP-140 + GIP-085 same genotype, ^$^*P* <0.05 GLP-140 + GIP-085 in *Gipr*^ΔHyp^ versus *Gipr*^WT^ ^Hyp^, ^#^*P* <0.05 GLP-140 in *Gipr*^ΔHyp^ versus *Gipr*^WT^ ^Hyp^; *n* = 5–11.

**Figure 2:**
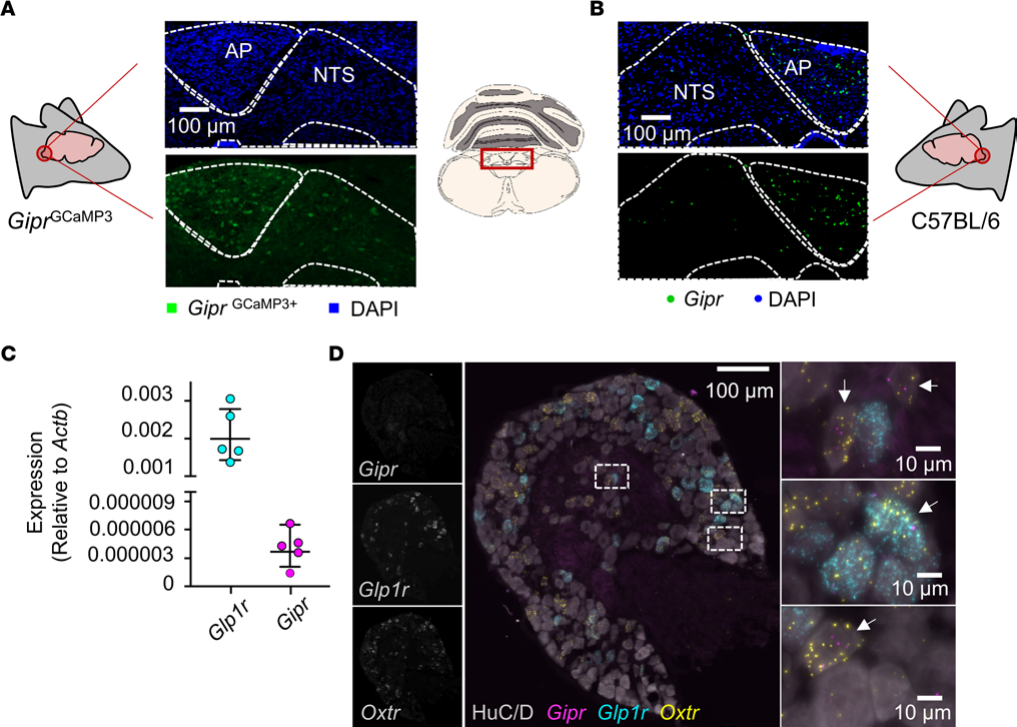
*Gipr* expression in the DVC and vagal afferents. (**A**) Coronal sections from *Gipr*^GCaMP3^ mice were stained for GFP (green). Nuclei were counterstained with DAPI (blue). Photomicrograph is representative of experiments conducted in tissue from 5 separate mice. Original magnification: ×20 (**A** and **B**). (**B**) Coronal sections of mouse brain stem tissue from C57BL/6 mice were probed for *Gipr* expression using FISH (green). Nuclei are counterstained with DAPI (blue). Photomicrograph is representative of experiments conducted in tissue from 3 separate mice. (**C**) qPCR was performed in pooled samples of nodose ganglia (*n* = 5–6 mice per replicate) for *Gipr* and *Glp1r* expression. Expression levels were calculated relative to *Actb*. Data presented as 2^ΔCT^ ± SEM. (**D**) Sections of nodose ganglia isolated from C57BL/6 mice were probed for *Gipr* (magenta), *Oxtr* (yellow), and *Glp1r* (cyan) expression using FISH. Neurons were stained for HuC/D (gray). Photomicrograph is representative of experiments conducted in tissue from 4 separate mice. Scale bars: 100 μm and 10 μm (insets). Arrows indicate *Gipr* postitive cells.

**Figure 3:**
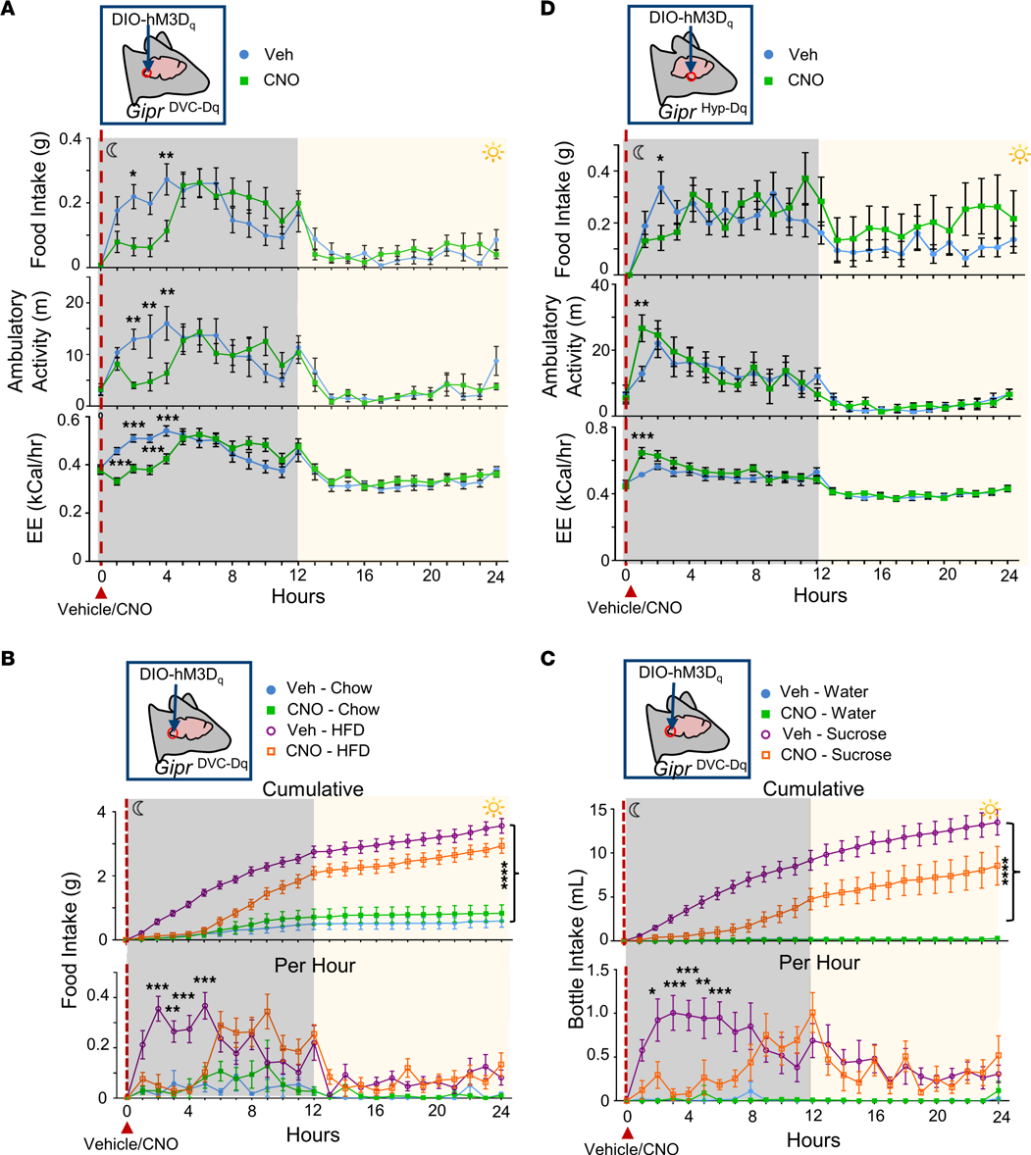
Acute activation of *Gipr* neurons in the DVC and hypothalamus reduce food intake with differing effects on energy expenditure and locomotion. (**A**–**D**) *Gipr*-Cre mice were injected with AAV-*hSyn*-DIO-hM3D(Gq)-mCherry into the DVC (**A**–**C**) or the hypothalamus (**D**) to produce *Gipr*^DVC–Dq^ or *Gipr*^Hyp–Dq^ mice, respectively. Mice were housed in indirect calorimetry cages equipped with continuous monitoring. CNO (1 mg/kg) or vehicle was injected i.p. at the onset of the dark phase. Mice were given standard chow and drinking water (**A** and **B**), a choice of standard chow or 45% HFD and drinking water (**C**), or standard chow with a choice of drinking water or 10% sucrose (**D**). Data are plotted as mean ± SEM. Statistical comparisons made using a repeated measures 2-way ANOVA with a Sidak’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; *n* = 8–16.

**Figure 4:**
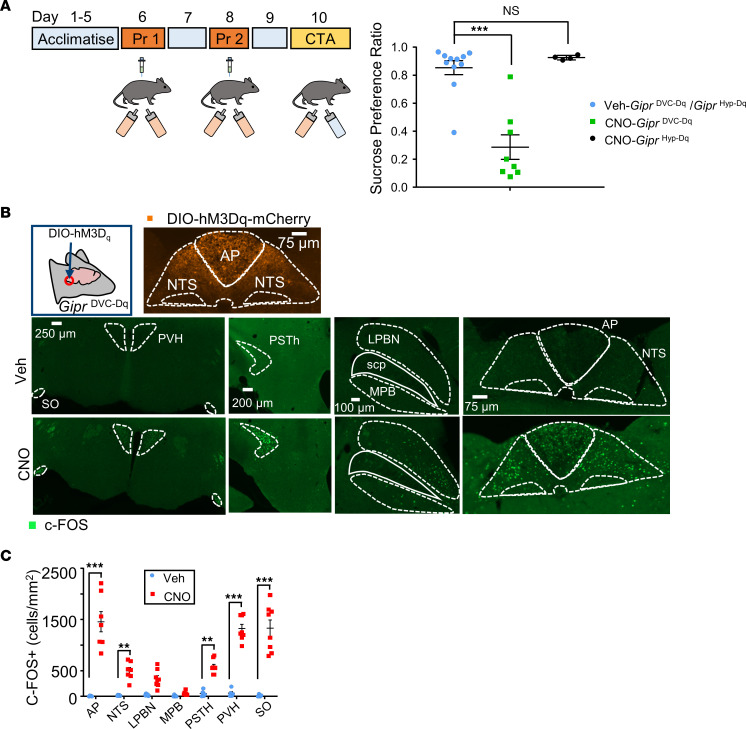
Acute activation of *Gipr* neurons in the DVC induces conditioned taste avoidance. (**A**) Schematic illustrating CTA protocol. Taste avoidance conditioned by CNO (1 mg/kg) or vehicle administration in *Gipr*^DVC–Dq^ and *Gipr*^Hyp–Dq^ mice. Data are plotted as mean ± SEM. Statistical analysis performed using a 1-way ANOVA with a Dunnett’s post hoc test. ***P < 0.001; *n* = 4–11. (**B**) c-Fos activation (green) in the DVC from *Gipr*^DVC–Dq^ mice following administration of CNO or vehicle. Image of hM3Dq-mCherry staining in DVC from *Gipr*^DVC–Dq^ mouse representative of *n* = 13 experiments. Images of c-Fos staining are representative of *n* = 5–8 experiments. (**C**) Quantification of c-Fos in indicated brain regions. Data are plotted as mean ± SEM. Statistical comparisons made using a repeated measures 2-way ANOVA with a Sidak’s post hoc test. **P < 0.01, ***P < 0.001; *n* = 5–8. PVH, paraventricular nucleus of the hypothalamus; SO, supraoptic nucleus; PSTh, parasubthalamic nucleus; LPBN, lateral parabrachial nucleus; MPBN, medial parabrachial nucleus; scp, superior cerebellar peduncle; AP, area postrema; NTS, nucleus tractus solitarius.

**Figure 5:**
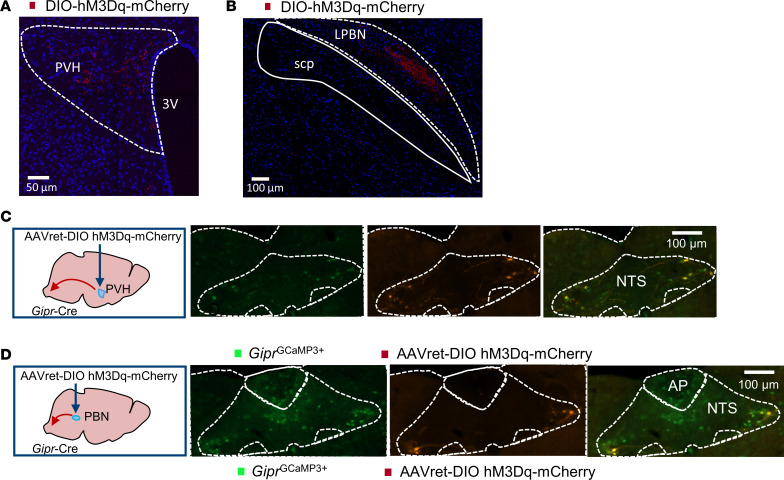
*Gipr* neurons in the NTS project to the PBN and PVH. (**A** and **B**) *Gipr*-Cre mice were injected with AAV-*hSyn*-DIO-hM3D(Gq)-mCherry into the DVC. mCherry^+^ fibers were visualized by IHC in serial brain sections localising in the PVH (**A**) and LPBN (**B**) Scale bars: 50 μm (**A**), 100 μm (**B**). (**C** and **D**) AAVs optimized for retrograde transport packaging *hSyn*-DIO-hM3D(Gq)-mCherry (AAVret-DIO hM3Dq-mCherry) were injected into the PVH (**C**) and the LPBN (**D**). mCherry^+^ cell bodies were visualized in the DVC by IHC. Photomicrographs are representative of experiments conducted in tissue from 3 separate mice. PVH, paraventricular nucleus of the hypothalamus; LPBN, lateral parabrachial nucleus. Scale bars: 100 μm.

**Figure 6:**
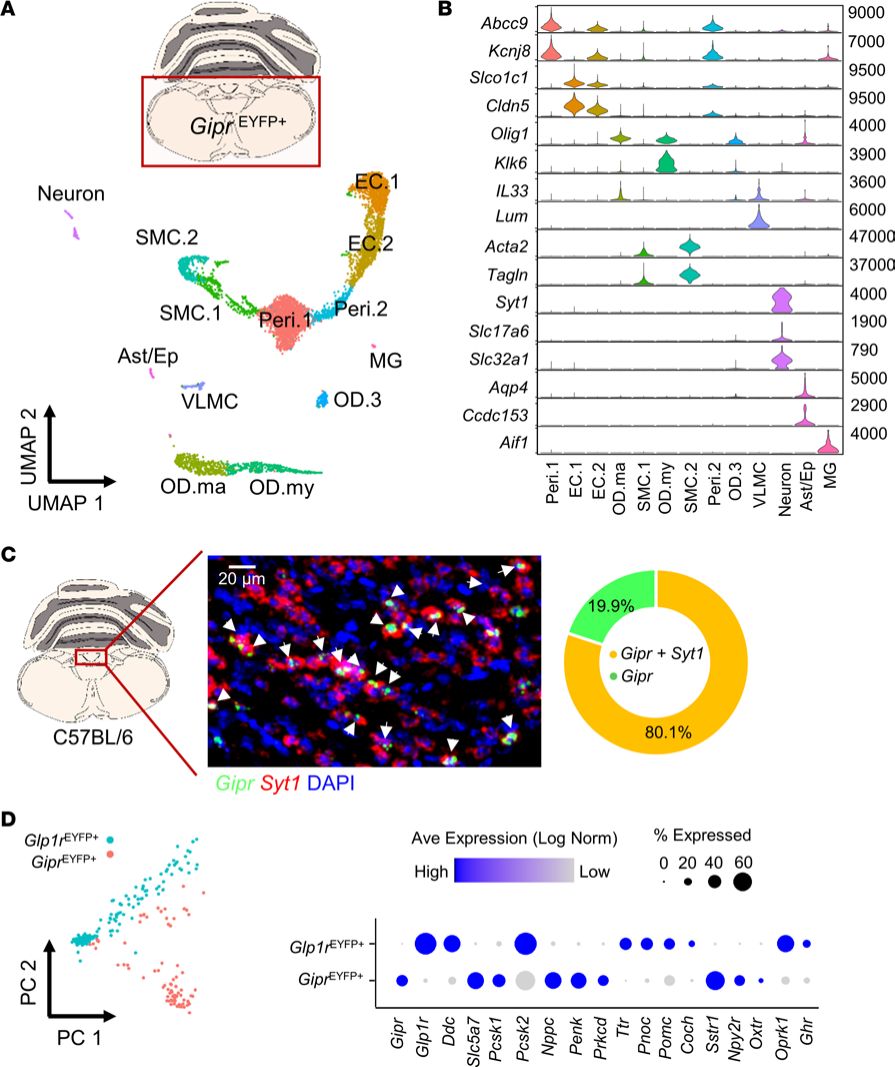
Transcriptomic characterization of *Gipr*-expressing cells in the hindbrain. *Gipr* cells were isolated from single-cell digests of hindbrain sections from *Gipr*^EYFP^ mice via FACS, and their transcriptomes were characterized via scRNA-Seq followed by clustering analysis. (**A**) Uniform Manifold Approximation and Projection (UMAP) visualization of *Gipr*^EYFP+^ cells. Cell types were assigned according to expression of marker genes (Peri.1, Peri.2 = pericytes; EC.1, EC.2 = endothelial cells; OD.ma = mature ODs; OD.my = myelinating ODs; OD.3 = ODs, SMC.1, SMC.2 = smooth muscle cells; VLMC = vascular leptomenigeal cells; Neuron = neurons; Ast/Ep = astroependymal cells; MG = microglia) (**B**). (**C**) Dual-label FISH showing colocalization of *Gipr* (green) and *Syt1* (red) transcript in coronal sections of mouse brain stem tissue from C57BL/6 mice. Nuclei are counterstained with DAPI (blue). *Gipr*/*Syt1* coexpression was quantified in sections from 3 mice. Scale bar: 20 μm. Arrows indicate cells expressing both *Gipr* and *Syt1*. (**D**) Principal component analysis of *Gipr*^EYFP+^ versus *Glp1r*^EYFP+^ neurons (left). Dot plot of selected differentially expressed genes in *Gipr*^EYFP+^ versus *Glp1r*^EYFP+^ neurons (right).

**Figure 7:**
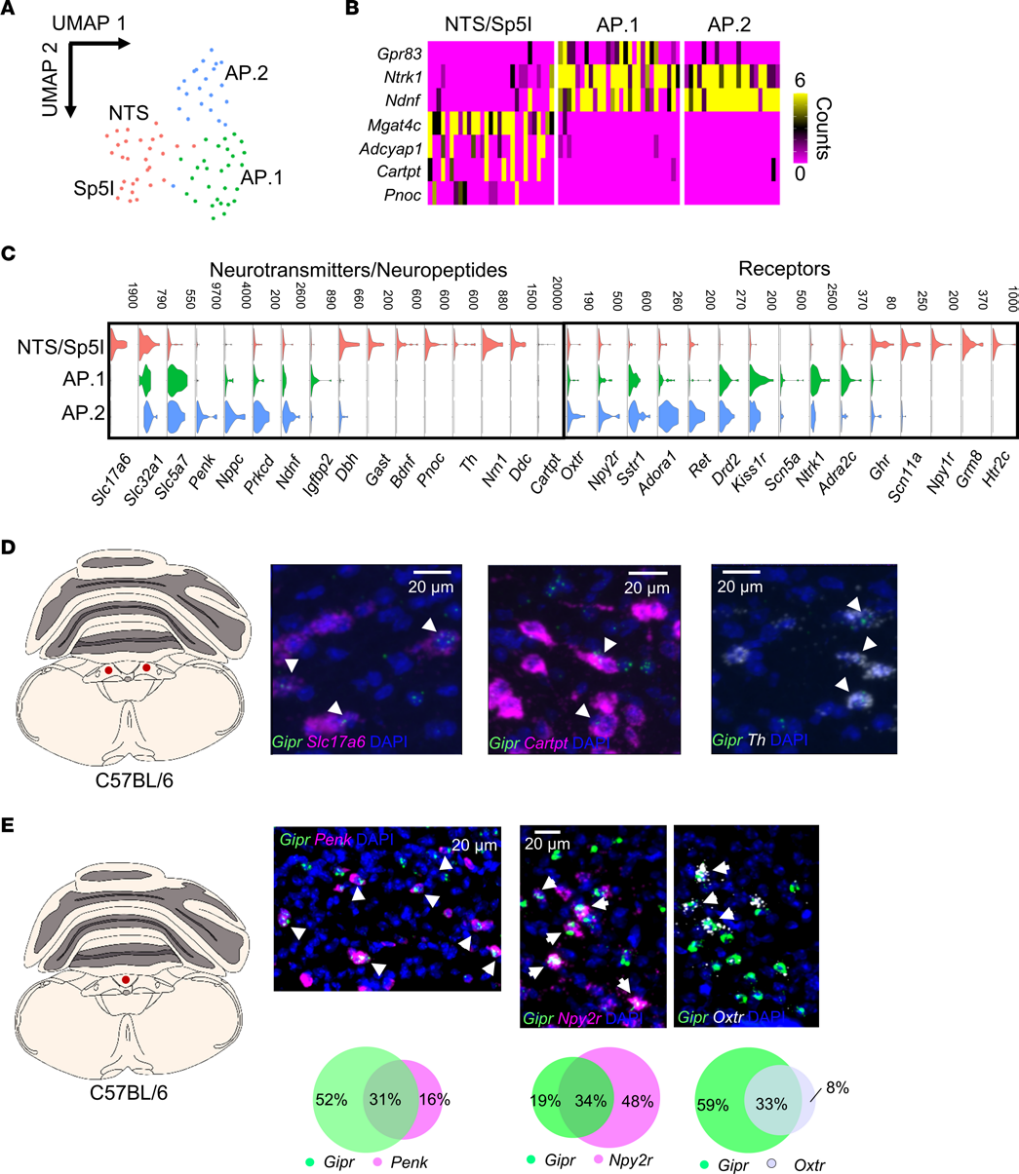
Transcriptomic analysis of *Gipr* Neurons in the hindbrain. (**A**) Uniform Manifold Approximation and Projection (UMAP) showing clusters of isolated *Gipr* neurons following dimensionality reduction and unsupervised clustering. (**B**) The top 15 markers for each cluster were cross-referenced with published brain region–specific transcriptional markers and the Allen Brain Atlas for region specific cluster assignments. (**C**) Violin plots of neurotransmitters, secreted products, and cell surface receptors or ion channels enriched in each cluster. Data are plotted in CPM. (**D**) Dual-label FISH showing colocalization of *Gipr* with either *Slc17a6*, *Cartpt*, or *Th* transcript in the NTS of brain stem tissue from C57BL/6 mice. Nuclei are counterstained with DAPI (blue). (**E**) Dual-label FISH showing colocalization of *Gipr* with either *Penk*, *Npy2r*, or *Oxtr* transcript in the AP of brain stem tissue from C57BL/6 mice. Nuclei are counterstained with DAPI (blue). *Gipr*/*Syt1*, *Gipr*/*Npy2r*, or *Gipr*/*Oxtr* coexpression was quantified in sections from 3 mice. Scale bars: 20 μm. Arrows represent colocalization of probes as indicated.

**Figure 8:**
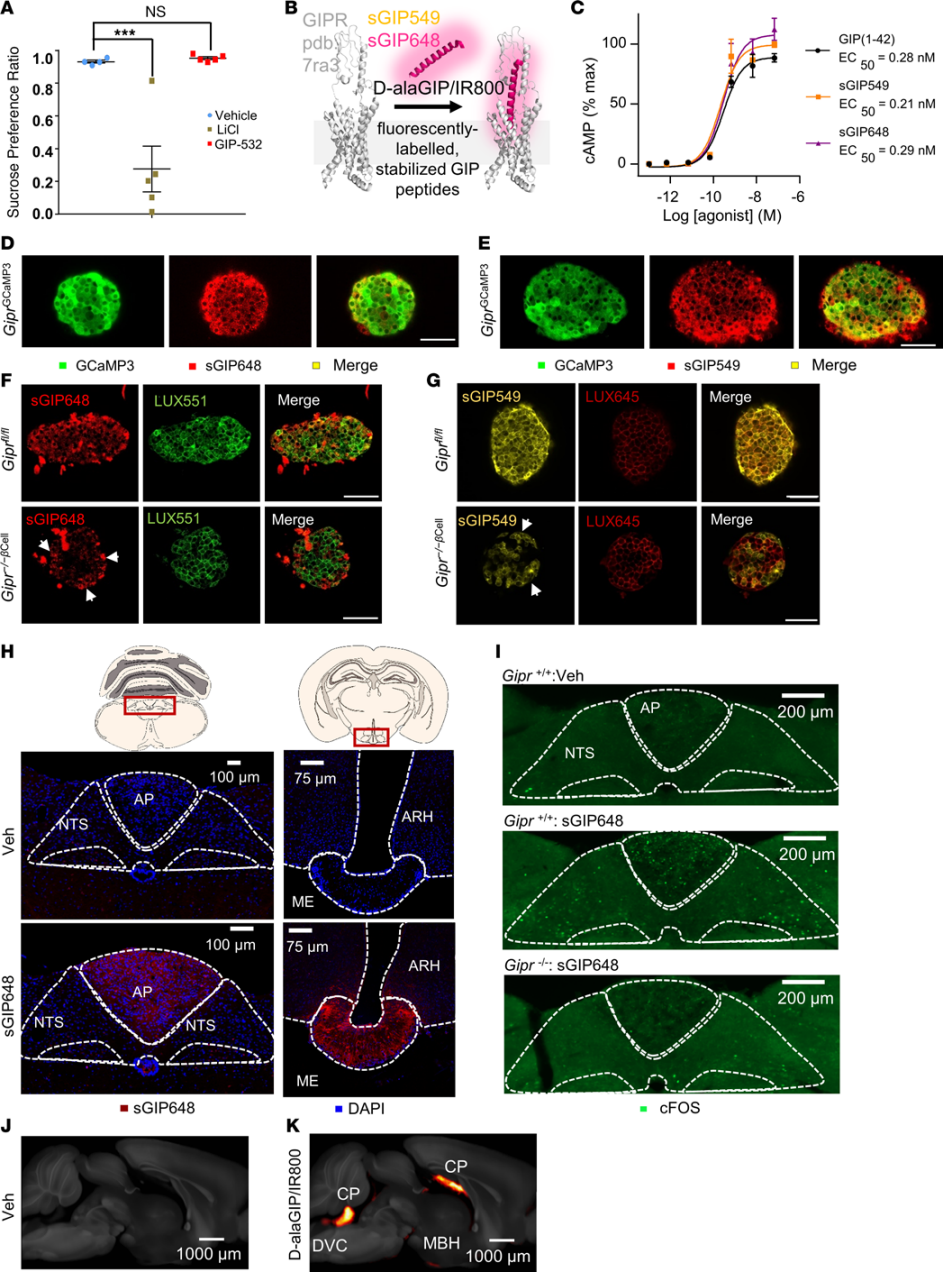
Stabilized, fluorescently labeled GIP peptides are specific and effective GIPR agonists that access circumventricular organs in the CNS. (**A**) Taste avoidance conditioned by vehicle or GIP-532 (10 nmol/kg, s.c.) or LiCl (0.4M, i.p.) in WT mice. Data are plotted as mean ± SEM. Statistical analysis performed using a 1-way ANOVA with a Dunnett’s post hoc test. *n* = 4–5. ***P < 0.001. (**B**) Schematic showing nature and binding of the stabilized red (sGIP549) and far red (sGIP648) GIPR probes (GIPR pdb: 7ra3). (**C**) sGIP549, sGIP648, and native GIP(1-42) cAMP signaling responses in T-REx-SNAP-GIPR cells, *n* = 3. (**D** and **E**) sGIP648 (**D**) and sGIP549 (**E**) label *GIPR^GCaMP3^* reporter islets, showing colocalization with GCaMP3^+^ cells (*n* = 11-12 islets, 2 animals). (**F**) sGIP648 labels β cells, identified using LUX551, in *Gipr^fl/fl^* control but not *Gipr^–/–βcell^* islets. Arrows show GIPR labeling only in LUX551^–^ cells, presumed to be α cells (*n* = 63 islets, 10 animals). (**G**) sGIP549 labels β cells, identified using LUX645, in *Gipr^fl/fl^* control but not *Gipr^–/–βcell^* islets. Arrows show GIPR labeling only in LUX645^–^ cells, presumed to be α cells (*n* = 56 islets, 10 animals). (**H**) sGIP648 labels the DVC and MBH following i.v. administration in mice. (Veh: *n* = 4, sGIP648: *n* = 7). (**I**) c-Fos activation in the DVC following i.v. injection of vehicle or sGIP648 into *Gipr*^+/+^ or *Gipr*^–/–^ mice (*n* = 3 mice per genotype per treatment). (**J** and **K**) Maximum intensity projection of the average signal computed from individual brains (*n* = 4) overlaid onto the Common Coordinate Framework V3 template from AIBS for mice treated with vehicle (**J**) or D-alaGIP/IR800 (**K**). CP, choroid plexus; DVC, dorsal vagal complex; MBH mediobasal hypothalamus; ARH, arcuate nucleus of the hypothalamus; ME, median eminence; NTS, nucleus tractus solitarius; AP, area postrema; Scale bar: 53 μm (**D**–**G**).

How the deposited data were processed for this re-analysis (not part of the article)

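Single cells of the hindbrain sorted for EYFP were measured by droplet-based RNA sequencing, in 1 library from *Gipr* EYFP mice and 2 libraries from *Glp1r* EYFP mice. The authors made the counts by aligning the reads and counting UMIs per gene and barcode with Cell Ranger 4, the version that the header of each matrix names. As deposited, the count values are whole numbers for all barcodes, without normalization or cell filtering. The 3 libraries list the same 32533 genes, EYFP included, and hold 62705038, 27277448 and 13568994 UMIs. The paper names Seurat V4 and an α risk of 5% for its statistics. Its text gives no cell calling rule, filter or clustering setting for these data, and the Supplemental Methods were not used here.

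Cells were called in each library from its own UMI threshold (4170, 3204 and 2871 UMIs). Barcodes with fewer than 500 genes or more than 20% of UMIs from the 13 mitochondrial genes were left out, and so were the barcodes with the highest Scrublet scores, at 0.8% per 1000 cells. Scrublet's own threshold would have called 1.29%, 0.185% and 0.253% of the barcodes. The numbers of cells were 4036, 2120 and 1175. Each library was normalized to 10000 UMIs per cell on the log scale and clustered on its own with 2000 variable genes, 30 principal components, 15 neighbors and the Leiden method at resolution 0.5 with seed 1. The work was done with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, scikit-image 0.26.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 under Python 3.11.15.

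A marker counted as raised in a cluster when 25% of its cells had a UMI and its CPM was 4 times the lower quartile over clusters, with 5 CPM added to both. A cluster could take the name of a type with at least 3 and at least 50% of its markers raised, and with a mean ratio of at least 0.25 between the markers' CPM and their highest cluster CPM. The type with the highest mean ratio gave the name, unless the 10 leading genes of the cluster held none of its markers or more markers of another type. The marker lists were fixed in advance, while this naming rule and the rule that names clusters of neurons were set after the clusters had been seen, and clusters that met no rule are given as unnamed. Neurons were the cells of neuron-like clusters with a UMI of *Syt1* and *Snap25* and none of *Olig1*, *Abcc9* or *Aqp4*. All cells of the neuron-like clusters, without this gene filter, are given beside them.

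Levels are UMIs summed over the neurons of 1 library and scaled to their total, with exact Poisson 95% intervals. Shares of cells carry exact Clopper-Pearson 95% intervals, and a ratio of 2 levels carries the exact conditional interval given both counts. All of these cover counting error only. In the rule of size and in log2 ratios of summed levels, counts of 0 to 2 enter as 3 UMIs. Elsewhere a ratio against 0 UMIs is given as a bound from 3 UMIs, which leaves out counting error (the exact upper limit for 0 is 3.69 UMIs), and one with 1 to 3 UMIs with its counting interval. With medians of 23783, 13599 and 15487 UMIs per neuron and 25, 85 and 95 neurons, a count of 0 leaves room for shares of up to 13.7%, 4.25% and 3.81%. The share of OD-like cells with a UMI, 731, 334 and 199 cells with medians of 23538, 11841 and 10818 UMIs, was taken as the background from free RNA, and barcodes with at most 100 UMIs as empty droplets. For some genes this share may include expression by the OD-like cells, and is then no measure of free RNA. In *Glp1r* EYFP+ replicate 1, *Pkd2l1* was at 22.8 CPM in OD-like and 0.698 CPM in VSMC-like cells. *Ddc*, found in many OD-like cells, had 0 UMIs in the 49 AP-like neurons without the gene filter. Shares and levels were also computed after each neuron was thinned to 2000 UMIs. Each such value is 1 random draw, and draws vary: over 500 of them, 0.274% to 2.33% of the *Gipr* EYFP+ library's OD-like cells kept a UMI of *Abcc9*.

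The genotypes were compared without a test, because 1 library stands against 2 and neurons of 1 library are not replicates. A gene passed a rule of size with at least a 4-fold difference from both *Glp1r* EYFP+ libraries, 30 UMIs in the higher group, a UMI in 20% of its neurons and a level 2 times that in empty droplets. The rule was tested on simulated data, in which 200 of the 32533 genes were changed. All neurons were drawn with Poisson error from 1 profile, that of both *Glp1r* EYFP+ libraries together. Libraries and kinds of neuron did not otherwise differ, and the changed genes were well expressed and above the level in empty droplets. The rule called 50 of 50 genes raised 8-fold, 48 of 50 lowered 8-fold, 0 of 50 raised 2-fold and 1 of 50 lowered 2-fold, and it called 1 unchanged gene. These numbers cover counting error only, and do not give the rate of false or missed calls in the real libraries. The genes named are those that the Results name for these libraries, and the 5 with the largest ratio in each direction among the genes past the rule, of which some are not reported here. *Pkd2l1* and the genes named in the tests of explanations were chosen after their values had been seen.

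The 25 *Gipr* EYFP+ neurons were clustered on 1000 variable genes, 10 principal components and 10 neighbors at resolution 1, with the 20 genes to be reported left out. Clusters were called AP-like or NTS/Sp5I-like from genes including *Gpr83*, *Ndnf* and *Drd2* and from *Mgat4c*, *Adcyap1*, *Pnoc* and *Nrn1*. Gene positions come from GENCODE M21, which holds 32395 of the identifiers.

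The rules of calling, filtering, comparison and gene choice, the marker lists and 26 alternatives were written before the data were examined, and 1 alternative was added later. The alternatives covered the UMI minimum, the gene and mitochondrial filters, doublets, the resolution and variable genes of both clusterings, the gene filter on neurons, thinning to 2000 UMIs, the mean over neurons, the thresholds of the size rule, and each *Glp1r* EYFP+ library left out. FISH, imaging, tracing and behavior were not analysed here.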

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

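The test of free RNA as the source of *Pkd2l1* was chosen after the result had been seen, whereas the test of neurons in contact with the cerebrospinal fluid was written before its value was known.

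*Pkd2l1*, which the paper does not name, was at 561 and 470.5 CPM in the *Glp1r* EYFP+ neurons of replicates 1 and 2, in 81.2% and 60% of them. In *Gipr* EYFP+ neurons it was at 169 CPM, in 6 of 25 neurons. Free RNA was tested at equal depth. With each cell thinned to 2000 UMIs, 62.4% (51.2% to 72.6%) and 46.3% (36.0% to 56.8%) of the neurons kept a UMI of *Pkd2l1*, against 1.04% and 1.59% of the cells outside the neuron-like clusters. Of OD-like cells, 5.09% (2.99% to 8.02%) and 6.03% (3.15% to 10.3%) kept one, and 21.3% and 21.6% had one before thinning. These shares lie under those of the neurons, and over 500 draws of the thinning the intervals of neurons and OD-like cells were apart each time in both libraries, which argues against free RNA as the source of the neurons' level. A list of 7 genes of neurons in contact with the cerebrospinal fluid (*Pkd2l1*, *Pkd1l2*, *Gata2*, *Gata3*, *Tal1*, *Myo3b* and *Espn*) was written before the test, although *Pkd2l1*, *Pkd1l2*, *Gata2* and *Espn* had already been seen among the leading genes of clusters. Over its other 6 genes, the median ratio of the 69 neurons with a *Pkd2l1* UMI to the 16 without was 8.09 in replicate 1, and that of the 57 to the 38 was 6.38 in replicate 2. The lowest ratio belonged to *Myo3b* in replicate 1, with 4 UMIs against 0 and so under the floor. Counts under 3 were set to 3 in these ratios. The most abundant of the 6, *Pkd1l2* and *Espn*, were at 310 and 267 CPM in the neurons with *Pkd2l1* of replicate 1 and at 422 and 316 CPM in those of replicate 2. These values suggest that many of the *Glp1r* EYFP+ neurons may be of this kind, a hypothesis found and tested on the same data. Other kinds of neuron that share these genes stay open, and so does a difference between the 2 genotypes, which cannot be told apart from one between the libraries.

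VSMC-like cells made up 42.0% and 59.3% of the cells of the *Glp1r* EYFP+ libraries, 890 and 697 cells, shares that the paper's text does not give, against 9.49% of the *Gipr* EYFP+ library. *Atf3*, *Fos*, *Socs3* or *Cebpb* were among the 10 leading genes of some of these clusters, and of an unnamed cluster of 181 cells in replicate 1. In the 2 *Glp1r* EYFP+ libraries, EC-like cells were 12.9% and 2.72%, and pericyte-like cells 9.29% and 5.53%. The shares of the 2 *Glp1r* EYFP+ libraries differ by more than counting error, so the spread between libraries is large. Neither the genotype nor a difference in sorting or dissociation was tested, because each library has 1 genotype and no record of its sort was used here.

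*Npff*, which the paper does not name, was at 2108 CPM in *Gipr* EYFP+ neurons, against 3.01 and 42.1 CPM in the *Glp1r* EYFP+ neurons. The 1487 UMIs lay in 6 of 25 neurons, 446 of them in 1 neuron, and 63 of the 68 UMIs of *Glp1r* EYFP+ replicate 2 in 1 neuron. OD-like cells of the *Gipr* EYFP+ library held 2.21 CPM, with a UMI in 5.47% of cells, and empty droplets held 58.2 CPM, so free RNA gave less in cells of similar depth. With all 72 neuron-like cells, *Npff* was at 748 CPM, in 12.5% of cells. A level carried by so few neurons moves with the number of such neurons captured. No biological explanation was tested.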

How the results depend on the processing

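The alternative that uses *Olig1* and *Aqp4* but not *Abcc9* to filter neurons was chosen after the data had been seen. So was the decision to give no log2 ratio for the genes listed below, whose thinned counts rest on the floor of 3 UMIs. Some thinned ratios that are given, such as that of *Dnah8*, rest on this floor as well. No paired analysis was possible because the libraries come from separate cells with nothing that pairs a *Gipr* EYFP+ library with a *Glp1r* EYFP+ library. No group of libraries is large enough for a test of outliers.

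The number of *Gipr* EYFP+ cells lay between 4004 and 5328 over 6 alternatives, and that of their clusters between 14 and 19 over 9. The neuron-like share was 1.43% to 1.92%, and the *Gipr* level 21.7 to 23.5 CPM in neuron-like and 4.55 to 6.42 CPM in pericyte-like cells. Of 72 values of the other 8 type shares, 21 moved, with the pericyte-like share between 27.4% and 36.8%. OD precursor-like, astroependymal-like and microglia-like cells, at most 18 each, were not found under at least 1 alternative, while the astroependymal-like share rose from 0.421% to 1.78% at resolution 1 and the microglia-like share from 0.446% to 0.657% at a minimum of 500 UMIs.

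Without the gene filter on neurons there were 72 *Gipr* EYFP+ neurons in place of 25, 40.3% of them with *Gipr* in place of 0, 83.3% with *Slc32a1*, 18.1% with *Slc17a6*, and 5 clusters of neurons in place of 3. The size rule then gave 122 genes higher and 89 lower in place of 58 and 24. With *Abcc9* not used, these values were 65 neurons, 41.5%, 86.2%, 16.9%, 5 clusters, and 119 and 96 genes. The log2 ratio of *Ddc* between *Gipr* EYFP+ and *Glp1r* EYFP+ neurons, 1.08 with the filter, was -0.15 without it and -0.27 with *Abcc9* not used.

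Thinning to 2000 UMIs per neuron left 3 genes higher and 4 lower and *Slc32a1* in 32% of neurons, and the log2 ratio of *Pnoc* went from -1.51 to 0.39. That of *Dnah8* went from -4.32 to -0.27, a value that rests on the floor of 3 UMIs. Its UMIs in *Gipr* EYFP+ neurons were under that floor even before thinning, so the thinned value does not show that the difference was lost. The size rule gave 229 and 156 genes at 2-fold, 100 genes higher at 10 UMIs, 47 lower with no comparison with empty droplets, and 40 lower with a mitochondrial share of at most 10%. The cause of the last was not tested. Resolution 1.4 gave 7 clusters of neurons, and resolution 0.6 and a mitochondrial share of at most 10% each gave 2. With 1 *Glp1r* EYFP+ library left out, 66 to 89 genes were higher and 42 to 43 lower, and 85 to 95 *Glp1r* EYFP+ neurons remained. Without replicate 1, the log2 ratio of *Ttr* was -0.54 in place of -2.44, that of *Penk* 0.56 in place of 1.21, and that of *Pomc* -2.03 in place of -1.26. The same gene filter on all cells, whatever their cluster, moved *Ttr* the other way, to -6.56. Without replicate 2, *Pomc* stood at -0.50 and *Npff* at 9.45 in place of 7.55.

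Of the 318 values of the 22 genes set between *Gipr* EYFP+ and *Glp1r* EYFP+ neurons, 83 moved and 3 reversed, and 20 of the genes kept their sign. Between AP-like and NTS/Sp5I-like neurons, 11 of 132 values moved and 6 of 8 genes kept their sign, although the sign of the thinned *Dbh* and *Gast* values comes from the class sizes. *Penk* ranged from -2.86 to 2.30 and *Oxtr* from -0.83 to 1.05 (log2 of NTS/Sp5I-like over AP-like). Thinning gave no log2 ratio for *Penk*, *Prkcd*, *Pomc*, *Ttr*, *Sstr1*, *Npy2r*, *Oxtr*, *Tmem215*, *Ube2l6*, *Gm27199* and *Mgat5b*, nor between the classes for *Penk*, *Nppc* and *Oxtr*. Resolution 0.6 gave no AP-like and NTS/Sp5I-like split, resolution 1.4 no value for *Oxtr*, and leaving out replicate 2 none for *Npy2r*.

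Depth limits what can be read from the 25 filtered neurons. *Prkcd*, *Npy2r* and *Oxtr* had 2 to 4 UMIs there, and a share of up to 13.7% can go unseen. The 7 NTS/Sp5I-like neurons allow *Slc32a1* in up to 41.0% of them.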

Differences from the paper's values

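The alternative that leaves *Abcc9* out of the filter was chosen after the values had been seen, and the other alternatives were set before the data were examined.

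The paper's number of *Gipr* EYFP+ neurons is 79, and 25 were found here with the filter on *Syt1*, *Snap25*, *Olig1*, *Abcc9* and *Aqp4*. The paper's text gives no cutoff for these genes. All values given here with the filter rest on a cutoff of 1 UMI, which may not be the paper's. Of the alternatives set before the data were examined, all cells of the neuron-like cluster with no gene filter gave 72, which is within 1.5 times the paper's number. The other 9 gave 24 to 31 and did not close the gap. Leaving *Abcc9* out of the filter, chosen after the values had been seen, gave 65.

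The paper reports a small population of neurons with both *Gipr* and *Glp1r*, localized to the Sp5I. None was found here, where tissue positions are not known. The 25 filtered *Gipr* EYFP+ neurons held no *Gipr* UMI, so they cannot speak to it. Among all 72 neuron-like cells 2.82 would hold both if the transcripts were independent, and 0 did (upper limit 4.99%), which leaves room for a small population. In the *Glp1r* EYFP+ libraries, 0 of 97 and 0 of 103 neuron-like cells held both (upper limits 3.73% and 3.52%), which also leaves room for one.

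Figure 6D shows *Gipr* in *Gipr* EYFP+ neurons. With the filter it had 0 UMIs in 25 neurons, and with no gene filter it was in 40.3% of 72.

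The paper gives *Prkcd* as enriched in *Gipr* EYFP+ neurons. With the filter it was at 2.84 CPM against 3.01 and 1.86 CPM. It was 6.87-fold (2.74 to 22.1) and 12.9-fold (4.15 to 64.9) higher with no gene filter.

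The paper gives *Pomc* and *Ttr* as enriched in *Glp1r* EYFP+ neurons. *Pomc* was 1.42-fold (0.765 to 2.76) higher in replicate 1, within counting error, and 4.08-fold higher in replicate 2, where 97 of 140 UMIs lay in 1 neuron. With no gene filter the difference from replicate 1 was 1.76-fold (1.11 to 2.82). *Ttr* was at 86.5 and 6.19 CPM in the *Glp1r* EYFP+ neurons against 77.5 and 5.93 CPM in OD-like cells of the same libraries.

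Figure 6D places *Ddc* among the genes higher in *Glp1r* EYFP+ neurons. Here it was at 254 CPM in *Gipr* EYFP+ neurons against 123 and 117 CPM. The direction was that of the paper with no gene filter, at 99.9 CPM against 109.8 and 112 CPM, a difference within counting error, and with *Abcc9* left out of the filter, which was chosen after the values had been seen. The same figure places *Npy2r* and *Oxtr* higher in *Gipr* EYFP+ neurons, where the filtered neurons had 2 and 4 UMIs. With no gene filter they were 15.5-fold and 11.6-fold, and 5.72-fold (1.73 to 29.8) and 3.23-fold (1.28 to 9.69), higher than in replicates 1 and 2.

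The paper describes 2 AP clusters and an NTS/Sp5I cluster with *Slc32a1* and *Slc17a6*. Here 1 of the 3 clusters was AP-like, and the NTS/Sp5I-like cluster had *Slc32a1* in 0 of 7 neurons. With no gene filter 3 of 5 clusters were AP-like, and 5 of 16 NTS/Sp5I-like neurons had *Slc32a1*.

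The paper gives *Penk*, *Npy2r* and *Oxtr* as enriched in the AP. *Penk* was 1.34-fold (0.815 to 2.22) higher there with the filter and 5.34-fold with none, *Npy2r* had 1 UMI in each class with the filter and 82 against 1 with none, and *Oxtr* had 0 against 4 UMIs with the filter and was 1.49-fold (0.496 to 6.03) higher with none.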

Other observations

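The tests in this part were chosen after the result had been seen, except the one that asks whether a few neurons carry most of the *Ttr* UMIs.

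*Abcc9*, which the paper uses to exclude pericytes, was found in 44 of the 72 neuron-like cells of the *Gipr* EYFP+ library, at 10.2% (8.99% to 11.6%) of the pericyte-like level in those 44. Pericytes or their debris in the same droplets would bring their other abundant transcripts at the same share. Over 20 such transcripts, the median excess of the 44 cells over the other 28 was 0.345% of the pericyte-like level and the highest 2.07%, so 0 of 20 reached the share of *Abcc9*, with *Vtn* at 0.352% and *Kcnj8* at 0.465%. Free RNA would give a like share in all cells of equal depth. Thinned to 2000 UMIs, 1.78% (upper limit 3.02%) of OD-like cells had *Abcc9*, against 13.9% (6.87% to 24.1%) of the neuron-like cells. These are single draws. Over 500 draws the shares ran from 0.274% to 2.33% (expected 1.19%) and from 6.94% to 29.2% (expected 18.7%), and the intervals were apart in all 500. Other types differed from OD-like cells. In another single draw the share was 1.31% (0.425% to 3.02%) in VSMC-like and 7.53% (3.08% to 14.9%) in VLMC-like cells. It was 23.5% (6.81% to 49.9%) in 17 astroependymal-like, 41.7% in EC-like and 61.1% (35.7% to 82.7%) in 18 microglia-like cells. The first test argues against pericytes or their debris, and the second only against free RNA at the level of OD-like cells. Expression of *Abcc9* in part of the neurons may explain it, as a hypothesis.

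*Gipr* UMIs were seen only in neuron-like cells with *Abcc9*, in 29 of 44 (65.9%; 50.1% to 79.5%) and in 0 of 28 without (upper limit 12.3%). At the level of the first group, the UMIs of the other 28 cells would hold 28.2 UMIs of *Gipr*, and none was found, which argues against lower depth. In all neuron-like cells, *Gipr* had 48 UMIs in AP-like neurons and 0 in the 16 NTS/Sp5I-like neurons, where 15.1 would be found at the AP-like level. Too few UMIs is therefore not a sufficient source of this difference. EYFP was in 15 of the 16 (343 CPM, 158 UMIs) and in 48 of the 49 AP-like neurons (552 CPM). It was also in 92.1% of OD-like cells (175.5 CPM), which were sorted for EYFP too and so give no background of free RNA for it. In 1 EC-like cluster of 726 cells (median of 7559.5 UMIs) it was in 29.8%, so free RNA reached at most that share there. A single UMI of EYFP does not show that a given cell carried the reporter. A reporter set on earlier in life and lower *Gipr* expression in the NTS/Sp5I-like neurons could not be separated, and neither was tested here. By FISH in WT tissue, the paper reports *Gipr* in the NTS, including in cells with *Th* or *Cartpt*. Some NTS cells with these genes therefore held *Gipr* RNA, which the counts of these 16 neurons do not contradict.

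*Ttr* in the neurons of *Glp1r* EYFP+ replicate 1 (86.5 CPM; 71.4 to 104) was tested against RNA of choroid plexus cells. OD-like cells of that library held 77.5 CPM (69.3 to 86.4), within counting error of the neurons. The other types spread beyond it, from 48.5 CPM (43.9 to 53.4) in VSMC-like to 225 CPM (209 to 242) in EC-like cells. Thinned to 2000 UMIs, in a single draw, the shares of cells with *Ttr* lay closer together. They were 9.33% (7.50% to 11.4%) in VSMC-like, 13.2% in OD-like, 14.7% (10.7% to 19.4%) in EC-like and 15.5% (8.92% to 24.2%) in neuron-like cells. Astroependymal-like cells, at 21.3% (11.9% to 33.7%), were apart from VSMC-like cells. A cluster of 22 cells held 193976 CPM of *Ttr*, so the neurons stood at 0.0446% of its level. Of the 10 genes of a choroid plexus list, 6 had been seen among that cluster's leading genes before the list was written. *Folr1*, *Kcne2*, *Clic6* and *Aqp1* had 0 UMIs in the neurons, where at most 0.516 would be found at the percentage of *Ttr*, so they decide nothing. The other 5 besides *Ttr* stood at 0.131% to 1.02% of that cluster's level. *Enpp2*, *Ecrg4* and *Prlr* had 23, 9 and 8 UMIs in the neurons where 6.38, 3.05 and 0.350 would be found, and *Enpp2* was also at 1709 CPM in OD-like cells. These 3 genes lay above the percentage of *Ttr*, for a reason that was not tested. The spread of levels between types does not decide on free RNA, because most shares at equal depth lay within counting error of each other. The level in neurons, no higher than in OD-like cells, may still come from free RNA of choroid plexus cells, as a hypothesis. The 3 neurons with the most UMIs held 18.3% of the *Ttr* UMIs and 58 neurons had a UMI, which argues against a few neurons as the source.

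The 7 neuron-like cells of the *Gipr* EYFP+ library with *Glp1r* formed an unnamed cluster. Over the 7 genes of the list for neurons in contact with the cerebrospinal fluid, the median ratio to the other 65 neuron-like cells was at least 202, a bound because 6 of the 7 genes had 0 UMIs in those 65. *Pkd2l1* had 137 UMIs against 0, and *Myo3b* was lowest at 1 against 14. *Pkd2l1*, *Pkd1l2*, *Gata2* and *Espn* had been seen among the leading genes of clusters before the list was written. EYFP was found in 6 of the 7 (475 CPM) and 63 of the 65 (502 CPM), which does not show which of them carried it. These cells may be of the kind sorted from *Glp1r* EYFP mice, and no way for them to enter the sort was tested.

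Outside neurons, *Gipr* in the *Gipr* EYFP+ library was at 4.90 CPM (3.39 to 6.84) in pericyte-like, 2.13 (1.47 to 2.99) in endothelial-like, 1.60 (1.07 to 2.30) in OD-like and 0.275 CPM (0.00696 to 1.53) in VSMC-like cells, and at 12.9 CPM in empty droplets. The VSMC-like level rests on 1 UMI in 383 cells, and the counting interval of the pericyte-like over the VSMC-like level is 2.99 to 724. Thinned to 2000 UMIs, 0.529% (0.194% to 1.15%) of pericyte-like cells kept a UMI, against 0 of the VSMC-like cells (upper limit 0.959%), in a single draw. Over 500 draws the pericyte-like share ran from 0.352% to 1.67%, and its interval was apart from that of VSMC-like cells in 1 draw, of OD-like cells in 29 and of EC-like cells in 54. Levels in CPM also fall with depth where free RNA adds a like number of UMIs to each cell, so free RNA and expression in pericyte-like cells cannot be told apart. This test was first read from the levels in CPM, by which free RNA was not the whole source, and the comparison at equal depth was added after that. No biological explanation was tested.

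Differences that all cells of a library share, such as strain or batch, were tested on the 82 genes past the size rule. In OD-like cells, 24 of these could be measured, and 6 of the 24 (25%; 9.77% to 46.7%) differed there 2-fold the same way, against 4.07% (325) of 7978 other genes. The upper limit is under 50%, while the lower limit is above the share of the other genes, and 58 genes could not be measured there, so such a difference and one between the neurons cannot be told apart. The 6 genes include *Maob*, *Zfhx4*, *Cacna2d1* and *Ppfia2* (higher) and *Dnah8* (lower). The rule for reading this test was changed 3 times after the value had been seen. It first set the share itself against 50%, and then asked also for a share near that of the other genes, by which the value decided nothing. Next the interval was set against 50%, and last against 50% and the share of the other genes, by which the value again decides nothing.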
